# Estrous Cycle Influences Cell-Type-Specific Translatomic Signatures of Repeated Ketamine Exposure in the Rat Nucleus Accumbens

**DOI:** 10.1523/ENEURO.0419-25.2025

**Published:** 2026-01-15

**Authors:** Samantha K. Saland, Florian Duclot, Mary K. Lobo, Mohamed Kabbaj

**Keywords:** estrous cycle, ketamine, medium spiny neurons, nucleus accumbens, sensitization, translatome

## Abstract

The growing therapeutic promise of repeated, low-dose ketamine treatment across various psychopathologies—including depression and drug addiction—warrants clarity on its potential addictive properties and their associated mechanisms in both sexes. Accordingly, the present work examined the effects of intermittent low-dose ketamine in male and female rats on behavioral sensitization to the locomotor-activating effects of ketamine, as well as associated molecular profiles in dopamine D1- and D2-receptor-expressing medium spiny neurons (D1- and D2-MSNs) of the nucleus accumbens (NAc). Following intra-NAc infusion of a Cre-inducible RiboTag virus, locomotor activity was measured in adult Drd1a-iCre and Drd2-iCre male and female rats in either diestrus or proestrus following repeated administration of ketamine (0, 10, or 20 mg/kg, i.p.) to evaluate the development of locomotor sensitization. Female—but not male—rats developed sensitization to the locomotor-activating effects of ketamine, occurring more rapidly in proestrus than in diestrus females at the lower dose tested. To examine enduring context- and cell-type-specific changes in translating mRNAs associated with sensitization to ketamine, RNA sequencing was performed on polyribosome-bound mRNA of D1- and D2-MSNs isolated from the NAc of sensitized females in a drug-free state. A greater number of differentially expressed genes were observed selectively in D1-MSNs of ketamine-treated proestrus versus diestrus females, which were broadly related to regulation of transcription and epitranscriptional modification. These findings provide novel evidence of cell-type-specific and estrous cycle-dependent molecular profiles responsive to intermittent ketamine treatment in female rats and identify posttranscriptional mechanisms with relevance to ketamine's effects on behavioral plasticity.

## Significance Statement

Repeated low-dose ketamine treatment is often required to maintain its antidepressant efficacy. Given its history of recreational misuse, there is a need to identify predictors and neural signatures of susceptibility to ketamine's addictive liability using clinically relevant treatment regimens. Using a RiboTag viral vector approach in rats, we demonstrate that estrous cycle regulates both sensitized behavioral response to intermittent ketamine and enduring sensitization-associated posttranscriptional neuroadaptations in D1-receptor-expressing medium spiny neurons (MSNs) of the nucleus accumbens—a hub for reward and reinforcement. These changes occurred on a background of cycle stage-specific MSN subtype translatomes, providing some basis for differential treatment response within these cell populations and insights into the interaction between estrous cycle and ketamine's effects on brain plasticity.

## Introduction

A new era of therapeutic development for the treatment of depression and other neuropsychiatric disorders was ushered in upon discovery of ketamine's rapid therapeutic effects in depressed individuals (Berman et al., 2000; Zarate et al., 2006). Since this time, ketamine has been explored for off-label use in the treatment of a host of neuropsychiatric disorders (Glue et al., 2017; Martinotti et al., 2021), including substance abuse (Jones et al., 2018). Notwithstanding the clear therapeutic promise of this drug, repeated treatments are often required to achieve longer-lasting antidepressant response outcomes (Aan Het Rot et al., 2010; Murrough et al., 2013; Shiroma et al., 2014). Given its history of recreational misuse (Kalsi et al., 2011; Sassano-Higgins et al., 2016) and occurrence of abuse-related cognitive and affective deficits (Morgan et al., 2009, 2010; Chang et al., 2016), work is needed to better understand the potential abuse liability of ketamine as used for clinical symptom management.

Although clinical studies evaluating indicants of abuse liability of ketamine treatment in depressed patients are relatively sparse (Le et al., 2022), an abundance of preclinical evidence supports its addictive potential (De Luca and Badiani, 2011; Wright et al., 2017; Strong et al., 2019; Hagarty et al., 2024)—effects which are sex-, dose-, and context-dependent. Furthermore, our previous work identified estrous cycle as a moderator of ketamine's reinforcing properties in rats, where females in proestrus, but not diestrus, acquired and maintained ketamine self-administration (Wright et al., 2017). Though cycle stage-dependent differences in signaling pathway activation in some limbic structures (e.g., hippocampus) have been observed following acute low-dose ketamine in proestrus and diestrus female rats (Saland et al., 2022)—which typically reflect high and low levels of ovarian-derived hormones, respectively—it is unclear whether such neuroadaptive differences are apparent following intermittent treatment during these stages and to what extent they may be associated with the induction of behavioral plasticity following repeated drug exposures. As ketamine regimens for antidepressant use typically involve intermittent clinician-administered treatments, locomotor sensitization testing is one straightforward means of assessing early behavioral and molecular adaptations to repeated ketamine in rodents using treatment protocols that more closely resemble noncontingent clinical regimens. Furthermore, this drug-adaptive behavioral plasticity is linked with future motivational reward salience and reinstatement of drug-seeking behavior (Wise and Bozarth, 1987; Robinson and Berridge, 1993; Steketee and Kalivas, 2011), serving as an indirect indicant of potential abuse liability. Using this behavioral paradigm, the preclinical sex and/or estrous cycle differences observed in behavioral responsiveness to ketamine can be exploited to uncover neurobiological factors that may confer greater sensitivity to the development of such behavioral vulnerabilities across repeated treatments.

To this end, the nucleus accumbens (NAc) represents a central hub for reward processing and motivated behaviors whose disrupted functioning is strongly implicated in both depression and addiction (Xu et al., 2020; Ding et al., 2022). Several lines of evidence have associated structural and functional changes in the NAc with clinical improvement in depressive symptoms following ketamine (Abdallah et al., 2017; Chen et al., 2019; Siegel et al., 2021; Taraku et al., 2024). Moreover, sex- and dose-dependent changes in structural plasticity (Strong et al., 2017) and neuronal activation (Hagarty et al., 2024) in the NAc have been associated with addictive-like behavioral outcomes following repeated ketamine treatment. This region is primarily comprised of GABAergic medium spiny neurons characterized by their expression of either dopamine D1 or D2 receptors (D1- or D2-MSNs, respectively). Separable functional roles of these two primary NAc subpopulations in behavioral responses to addictive substances are well established, mediated in part through distinct patterns of signaling and transcriptional regulation (Lee et al., 2006; Bertran-Gonzalez et al., 2008; Kravitz et al., 2012; Lobo et al., 2013; Chandra et al., 2017; Fox et al., 2023). However, the extent to which these subtypes may be differentially affected by repeated ketamine treatment remains unclear.

Given the sex-dependent behavioral sensitivity to repeated ketamine administration in rodents and the involvement of the NAc in ketamine-associated behavioral outcomes, we employed a RiboTag viral vector approach (Sanz et al., 2015) in transgenic Drd1a-iCre and Drd2-iCre male rats and female rats in either proestrus or diestrus to evaluate the roles of sex and estrous cycle in early drug-adaptive neuroadaptations in D1- and D2-MSNs associated with the induction of locomotor sensitization to repeated intermittent ketamine. Using a noncontingent treatment protocol similar to that used clinically for depression, we show that sex and estrous cycle influence the occurrence and rate of development of locomotor sensitization to ketamine, respectively, that parallel enduring estrous cycle-specific and context-associated changes in NAc D1- but not D2-MSN translatomes in sensitized female rats.

## Materials and Methods

### Animals and housing

Adult male and female transgenic Long–Evans Drd1a-iCre [D1-Cre; LE-Tg(Drd1a-iCre)3Ottc] and Drd2-iCre [D2-Cre; LE-Tg(Drd2-iCre)1Ottc] rats bred in-house were used for experiments. Transgenic rats from both lines were obtained from the National Institute on Drug Abuse (NIDA transgenic rat project; Rat Resource and Research Center) and crossed with wild-type Long–Evans rats (Charles River Laboratories) as previously described (Martin et al., 2019; Pardo-Garcia et al., 2019; Strong et al., 2020). Heterozygous male and female D1-Cre and D2-Cre rats were selected following genotyping as previously described (Strong et al., 2020) and maintained in a breeding colony in a temperature- and humidity-controlled room under a 12:12 h light/dark cycle (lights on at 0800) until commencement of experimental procedures.

Adult D1-Cre and D2-Cre male (250–315 g) and female (180–225 g) rats used for experiments were pair-housed in 43 × 21.5 × 25.5 cm plastic cages and maintained on a 12 h:12 h reverse light/dark cycle (lights off at 0800) in a temperature- and humidity-controlled room. Food and water were available *ad libitum* for all animals throughout the duration of the study. A total of 94 male rats (46 D1-Cre, 48 D2-Cre) and 117 female rats (55 D1-Cre, 62 D2-Cre) were used in the present work. Of these rats, two males (D1-Cre) were removed from the study via termination due to a >15% reduction in body weight from unknown illness, and one additional D1-Cre male was identified as a statistical outlier during analysis of behavioral data and was therefore excluded (see below, Statistical analyses, for details). Furthermore, three females (two D1-Cre, one D2-Cre) were excluded from the study due to abnormal (>5 d) estrous cycles. All animal protocols were carried out in accordance with the NIH Guide for Care and Use of Laboratory Animals and approved by the Institutional Animal Care and Use Committee of Florida State University.

### Handling and estrous cycle monitoring

Male and female rats were habituated to basic handling procedures for 1 week prior to the commencement of behavioral procedures. Following habituation, daily estrous cycle monitoring and stage assignment of intact female rats were performed via vaginal lavage and characterization of cytologic smears as previously detailed (Saland et al., 2016, 2022; Saland and Kabbaj, 2018). In the current study, females were used in either the diestrus or proestrus stage of the estrous cycle—only rats exhibiting at least two consecutive 4 or 5 d cycles were included. Furthermore, postmortem smears were also collected to confirm staging assignments. Male rats received a similar brief daily handling to minimize potential confounds of handling and/or stress.

### Locomotor novelty response

Given that locomotor response to a novel environment can predict behavioral response to addictive substances (Hooks et al., 1992; Pierre and Vezina, 1997; Kabbaj and Akil, 2001), all rats were subjected to a 1 h novelty-induced locomotor test in circular activity chambers (Med Associates) prior to experimental testing as previously described (Kabbaj, 2006; Hollis et al., 2011). Locomotor activity was determined by crossings across four equidistant photo-beam sensors using an in-house software, where activity counts reflect the total number of beam breaks within a given session. Rats were categorized into low or high responders based on whether locomotor scores were situated below or above the median score, respectively, across all rats within each sex. Rats were assigned to experimental groups to achieve an equal representation of high and low responders across conditions, in addition to consideration of genotype and litter as factors.

### Stereotaxic surgery for viral delivery

Five days prior to the beginning of behavioral assessment, the RiboTag viral vector (AAV9-DIO-Rpl22-3xHA-Ires-EYFP, 1.4 × 10^12^ GC/ml; University of Maryland School of Medicine, Viral Vector Core) was delivered bilaterally into the NAc at the following coordinates: A/P = +1.7 mm (from bregma), M/L = ±1.4 mm, and D/V = −7.65 to −7.25 mm (from the skull surface) in three steps to span both the NAc shell and core regions. For all surgeries, rats were anesthetized with isoflurane gas (Covetrus) at a concentration of 5% for induction and 3–4% for maintenance at an oxygen flow rate of 1 L/min. A total of 1.2 µl of viral construct was delivered at a rate of 0.2 µl/min via bilateral cannula, which remained in place for 5 min following infusion to permit sufficient diffusion. Rats were administered carprofen (5 mg/kg, s.c.; Covetrus) prior to the first incision and a bupivacaine (0.25%) post-incision splash block as analgesics prior to surgery. Topical antibiotics were applied to the incision site during recovery to assist with healing.

### Ketamine treatment and locomotor activity assessment

The complete experimental design is presented in Figure 1. All drug administration and locomotor activity assessments occurred during the dark cycle in the behavioral testing context following a 30 min habituation period. All groups of D1-Cre and D2-Cre rats first underwent a 1 h test session in circular chambers immediately following a single injection of 0.9% saline (i.p.), where locomotor activity was recorded as described above. Then, every fourth day thereafter, separate groups of male rats and female rats in either proestrus or diestrus received either 0.0 mg/kg (*n* = 26 male, 21 proestrus, 23 diestrus), 10.0 mg/kg (*n* = 45 male, 21 proestrus, 21 diestrus), or 20.0 mg/kg (*n* = 20 male, 14 proestrus, 14 diestrus) racemic ketamine hydrochloride (1 ml/kg volume, i.p.; Dechra) and locomotor activity was immediately recorded for 1 h. A total of six ketamine treatments were administered. On occasion, females exhibiting 5 d cycles were instead injected every fifth day in the appropriate cycle stage. Four days following the final treatment session, rats were placed back into the behavioral testing environment and terminated 30 min later under nonstressful conditions (Fig. 1). Brains were quickly extracted, snap-frozen in 2-methylbutane at −25°C, and stored at −80°C until further processing.

**Figure 1.**
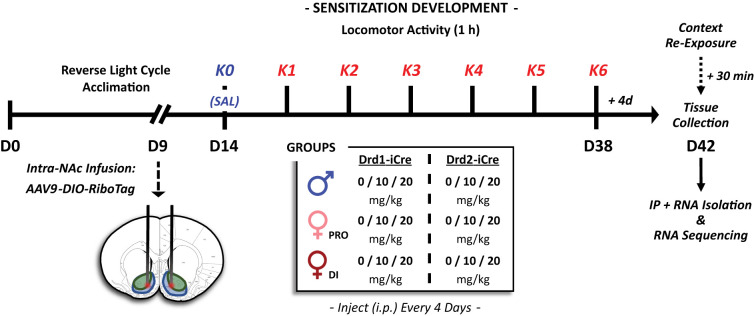
Experimental timeline depicting treatment and locomotor activity assessment schedules. NAc, nucleus accumbens; K, ketamine; IP, immunoprecipitation, PRO, proestrus; DI, diestrus.

### Polyribosome immunoprecipitation and RNA extraction from MSN subtypes

Tissue punches (2 mm) collected from 200 µm sections of the NAc of individual rats were used for subsequent processing. At least three separate litters from distinct breeding pairs within each treatment group were represented in the tissue used for immunoprecipitation (IP) in D1-Cre and D2-Cre proestrus and diestrus female rats to minimize potential litter bias. Furthermore, of the ketamine-treated females, only rats exhibiting >20% increase in activity levels over the course of treatment were included to increase the likelihood of enriching for translatomic changes relevant to the induction of behavioral plasticity observed in females following repeated treatment. Within these populations, the tissue was selected for processing within each ketamine group to represent the range of variability observed in percent increase in activity from the first to sixth treatment sessions while still controlling for litter bias (Proestrus D1, 25–106%; Proestrus D2, 31–92%; Diestrus D1, 21–85%; Diestrus D2, 24–141% increase). IP of polyribosomes from D1- and D2-MSNs was performed as previously described (Sanz et al., 2009, 2019; Chandra et al., 2015) with minor modifications. Frozen bilateral tissue punches were homogenized by douncing in a homogenization buffer (2.5–4% w/v) containing 50 mM Tris–HCl, pH 7.4, 100 mM KCl, 12 mM MgCl_2_, and 1% NP-40 substitute supplemented with 1 mM DTT, 100 µg/ml cycloheximide, 200 U/ml RNasin Plus (Promega), 1 mg/ml heparin, and EDTA-free protease inhibitor (ApexBio). Homogenate was spun at 10,000 × *g* at 4°C for 10 min and cleared lysate transferred to new tubes. Approximately 6–8% of lysate was retained as input and frozen at −80°C until further processing. The remaining lysate was incubated overnight at 4°C with an anti-HA antibody (BioLegend, Anti-HA.11; 1:200 v/v) with gentle end-over-end rotation, followed by an overnight incubation at 4°C with magnetic beads (Pierce; Protein A/G). The following day, beads were washed at 4°C three times with a high-salt buffer containing 50 mM Tris–HCl, pH 7.4, 300 mM KCl, 12 mM MgCl_2_, 1% NP-40 substitute, 0.5 mM DTT, and 100 µg/ml cycloheximide. Finally, genomic DNA removal and RNA purification were carried out using the RNeasy Plus Micro Kit (QIAGEN) according to the manufacturer's protocol. RNA was quantified using a Qubit Fluorometer (Qubit RNA HS Assay Kit; Thermo Fisher Scientific), and integrity was determined via TapeStation High Sensitivity ScreenTape analysis (Agilent). RNA integrity number equivalent values for all IP and input samples ranged from 8.2 to 9.4 (median 8.9).

### Real-time semiquantitative reverse transcription polymerase chain reaction (qRT-PCR)

RNA from separate samples of D1-Cre (*n* = 3) and D2-Cre (*n* = 2) rats infused intra-NAc with the RiboTag viral vector was prepared following procedures described above to validate enrichment of cell-type-specific polyribosome-bound transcripts from NAc tissue punches. One hundred nanograms of cDNA were synthesized using the iScript cDNA Synthesis Kit (Bio-Rad Laboratories) following the manufacturer's protocol. Relative mRNA expression was determined by qRT-PCR using iQ SYBR GREEN supermix (Bio-Rad Laboratories) as previously described (Hollis et al., 2011). Biological replicates were run in triplicate and quantified using the ΔΔC_T_ method (Livak and Schmittgen, 2001) using *Actb* as a reference gene. Primer sequences for D1-MSN- and D2-MSN-enriched genes (Gerfen et al., 1990; Schiffmann and Vanderhaeghen, 1993; Ince et al., 1997; Lobo et al., 2006) are presented as follows: *Drd1* (NM_012546.3) forward, CCAGCGGAGAGGGATTTCTC; reverse, AGGTGTCGAAACCGGATGAC; *Pdyn* (NM_019374.3) forward, CCATCAACCCCCTGATTTGC; reverse, TTGGTCAGTTCCGTGTAGCC; *Drd2* (NM_012547.3) forward, CTCAGGAGCTGGAAATGGAG; reverse, AGAGGACTGGTGGGATGTTG; *Adora2a* (NM_001357942.1) forward, ATTCCACTCCGGTACAATGG; reverse, AGTTGTTCCAGCCCAGCAT; and *Actb* (NM_031144.3) forward, AGTTCGCCATGGATGACGATAT; reverse, ATACCCACCATCACACCCTGG.

### Library preparation and RNA sequencing

IP and corresponding input RNA samples were sent to the FSU NGS Library Facility for the preparation of 80 barcoded and stranded RNA–seq libraries: *n* = 5 rats per group with eight groups (D1/D2-Cre × Diestrus/Proestrus × SAL/KET × IP/Input). All libraries were then pooled and sequenced on a single S1 flowcell (2 × 50 bp, NovaSeq 6000) at the Translational Sciences Laboratory at FSU. A total of 2,173 M paired-end raw reads (passing filter, >Q30, and demultiplexed) were generated (median, 27.56 M/sample). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar, 2002) and are accessible through GEO Series accession number GSE303789.

### Data processing, differential expression, and functional enrichment analyses

Raw reads were first processed for quality filtering and adapter trimming with fastp (v0.23.4; Chen, 2023), followed by verification of good quality using FastQC (v0.12.1; Andrews et al., 2015) before pseudoalignment to the rat transcriptome (mRatBN7.2, Ensembl annotations release 110) and quantification with Salmon (v1.10.2; Patro et al., 2017) using 1,000 bootstraps and the –validateMappings, –rangeFactorizationBins 4, –seqBias, –gcBias, and –recoverOrphans flags, to improve the sensitivity and specificity of mapping as well as correcting for common systematic biases (Love et al., 2016; Patro et al., 2017). Quantifications were thus summarized at the gene level using the R package tximport (v1.30.0; Soneson et al., 2016) and then processed for differential expression analysis using DESeq2 (v1.42.1; Love et al., 2014) using the following designs: ∼cycle (proestrus/diestrus) + genotype for genotype effect (D1-Cre vs D2-Cre) and ∼dose (SAL/KET) for treatment effect. In each analysis, surrogate variables were estimated using the sva package (v3.50.0; Leek et al., 2025) and then included in the design formula to remove hidden batch effects, as described by the DESeq2 authors. Library normalization, estimate of dispersion, count outlier detection and exclusion, and statistical testing were then conducted using DESeq2's default settings. Genes with a false discovery rate of <10% were classified as differentially expressed (DE); no threshold based on fold change was used. As per the authors’ recommendation, an initial inspection of all samples by principal component analysis revealed the presence of two outliers (1 IP D2-Cre Proestrus KET and 1 Input D2 Diestrus KET) likely resulting from technical processing given all animals used for RNA sequencing were chosen as representative of their respective group. These two outliers were thus excluded from the dataset before all statistical analyses of sequencing data.

The enrichment of gene ontologies and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways was tested using the Bioconductor package clusterProfiler (v4.10.1; Huber et al., 2015; Wu et al., 2021) and the full list of genes detected in our dataset as background. The redundancy of enriched gene ontology terms was then reduced to improve clarity by keeping one representative term among semantically similar terms using GOSemSim (Yu et al., 2010) as recommended by the authors. To provide an integrated view across multiple domains, we analyzed the functional enrichment in differentially expressed genes (DEGs) in ketamine-treated proestrus females using Enrichr-KG (Evangelista et al., 2023) to return the top five enriched terms from each of the Reactome 2022, WikiPathways 2021_Human, KEGG_2021_Human, MGI_Mammalian_Phenotype_Level_4_2021, and GO Biological Process 2021 databases. Enrichr-KG results were then depicted as a network using Cytoscape (Shannon et al., 2003).

### Immunohistochemistry (IHC) and image acquisition

To validate the RiboTag viral expression and placement accuracy, we anesthetized D1-Cre and D2-Cre rats that received intra-NAc infusions 3 weeks later with EUTHASOL (Virbac) and transcardially perfused first with 0.2 M phosphate-buffered saline (PBS), followed by 4% paraformaldehyde (PFA) in PBS. Brains were extracted and postfixed at 4°C in 4% PFA overnight, then washed three times with PBS and stored in PBS with 0.1% sodium azide at 4°C. Brains were sectioned using a vibratome (Leica, VT1200S) at a thickness of 40 µm, and NAc sections of D1- and D2-Cre rats containing EYFP reporter expression were selected for IHC use. The tissue was washed three times with PBS and then permeabilized for 1 h at room temperature (RT) in PBS containing 0.3% Triton X-100. Sections were blocked for 1 h (RT) in 0.3% Triton X-100 in PBS with 5% normal goat serum (NGS), then incubated for 48 h at 4°C in primary antibody (chicken anti-GFP, 1:500 v/v; Abcam #ab13970) with 5% NGS. The tissue was washed five times for 5 min each in 0.3% Triton X-100 PBS and then incubated overnight at 4°C with secondary antibody (anti-chicken Alexa Fluor 488, 1:1,000 v/v; Invitrogen #A11039). The following day sections were washed, slide-mounted, dried, and coverslipped using Fluoroshield mounting medium with DAPI (Sigma-Aldrich) prior to image processing. Representative images demonstrating viral placement and reporter expression were generated using a Keyence BZ-X710 at 4× magnification.

### Statistical analysis

All behavioral data were analyzed either by GraphPad Prism (version 10; GraphPad Software) or the R (v4.3.1) package rstatix (Kassambara, 2023). Locomotor activity was first analyzed by repeated-measure three–way analysis of variance (ANOVA), with dose and sex/cycle (male, proestrus, diestrus) as between-subject factors and session (day of testing) as the within-subject factor. Pending significant main effects or interactions, data were then analyzed using repeated-measure two–way ANOVAs with the Geisser–Greenhouse correction for sphericity applied. Ketamine dose served as the between-subject factor and session as a within-subject factor, using Šídák's multiple-comparison post hoc tests. Two-way ANOVAs were performed to compare acute response (Session 1) between groups based on sex/cycle or dose with both dose and cycle as between-subject factors, followed by Tukey's multiple-comparison post hoc tests. Time-binned data were analyzed by repeated-measure four–way ANOVA, where cycle and dose served as between-subject factors and session and time bin as within-subject factors. Subsequent two-way ANOVAs and post hoc testing were performed as described above. Partial eta squared and common omega squared were calculated as measures of the effect size in three-/four-way ANOVAs and two-way ANOVAs, respectively. mRNA levels assessed via qRT-PCR were subjected to two-tailed unpaired *t* tests. The probability of occurrence by chance alone of the overlap between two sets of genes was tested using a hypergeometric test from the R stats package (R Core Team, 2024). Data are presented as means ± SEMs and alpha set to 0.05 for all statistical analyses.

## Results

### Sex-dependent sensitivity to the locomotor-activating effects of ketamine

We first investigated whether estrous cycle and sex influenced the locomotor-activating effects of repeated intermittent ketamine administered once every 4–5 d, when females were in either proestrus or diestrus (see Fig. 1 for detailed experimental timeline). Consistent with previous work from our lab (Strong et al., 2017; Schoepfer et al., 2019), both sex (*F*_(2,196)_ = 27.28; *p* < 0.0001) and dose (*F*_(2,196)_ = 207.18; *p* < 0.0001; sex × dose, *F*_(4,196)_ = 4.911; *p* = 0.0009) significantly affected locomotor response to ketamine (Fig. 2). Under this treatment regimen, any increases observed across the six treatment sessions (*F*_(4.16,814.47)_ = 28.94; *p* < 0.0001) were both sex-/cycle- (sex/cycle × session, *F*_(8.31,814.47)_ = 4.674; *p* < 0.0001) and dose-dependent (dose × session, *F*_(8.31,814.47)_ = 11.886; *p* < 0.0001; sex × dose × session, *F*_(16.62,814.47)_ = 2.115; *p* = 0.006).

**Figure 2.**
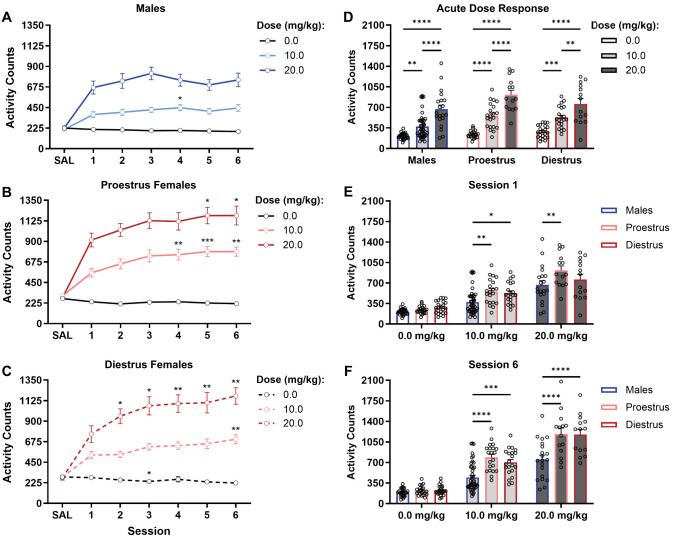
Sex-dependent sensitivity to the locomotor-activating effects of intermittent ketamine. ***A–C***, Activity counts in males (panel ***A***; *n* = 26 0.0 mg/kg; *n* = 45 10.0 mg/kg; *n* = 20 20 mg/kg), proestrus females (panel ***B***; *n* = 21 0.0 mg/kg; *n* = 21 10.0 mg/kg; *n* = 14 20.0 mg/kg), and diestrus females (panel ***C***; *n* = 23 0.0 mg/kg; *n* = 21 10.0 mg/kg; *n* = 14 20.0 mg/kg) across the six intermittent ketamine injections show development of sensitization to ketamine in females—but not males—at 10.0 and 20.0 mg/kg doses. ***D***, Dose-response comparisons within male and female groups of rats show similar dose-dependent increases in activity following a single ketamine injection. ***E***, ***F***, Within-dose activity comparisons after the first (panel ***E***) and sixth (panel ***F***) injections demonstrate greater locomotor stimulant response in females compared with males following ketamine injections yet similar baseline activity after vehicle administration. Data are depicted as means ± SEMs; (***A–C***) *p < 0.05; **p < 0.005; ***p < 0.0005 versus first injection using Šídák's post hoc; (***D***) ***p = 0.0003 versus 0.0 mg/kg (diestrus); **p < 0.005; ****p < 0.0001 versus 0.0 or 10.0 mg/kg ketamine using Tukey's post hoc. ***E***, ***F***, *p = 0.0135; **p < 0.003; ***p = 0.0001; ****p < 0.0001 versus males using Tukey's post hoc. All statistical analyses corresponding to this figure are presented in Extended Data Figure 2-1.

10.1523/ENEURO.0419-25.2025.f2-1 Figure 2-1 Behavioral statistical analysis tables. Download Figure 2-1, XLS file.

While males did exhibit dose-dependent increases in locomotor activity throughout the treatment period (Fig. 2*A*; dose, *F*_(2,88)_ = 53.20; *p* < 0.0001; session, *F*_(3.683,324.1)_ = 2.606; *p* = 0.0402), no apparent sensitization developed at any dose by the sixth treatment (vs Session 1), apart from a modest increase in males following the fourth injection of 10 mg/kg ketamine (*p* = 0.0478) that was not sustained (Extended Data Fig. 2-1). In contrast, locomotor activity significantly increased across the six sessions after treatment with ketamine in both proestrus (Fig. 2*B*; session, *F*_(3.328,176.4)_ = 19.02; *p* < 0.0001) and diestrus (Fig. 2*C*; session, *F*_(3.595,197.7)_ = 17.28; *p* < 0.0001) females in a dose-dependent manner (proestrus: dose, *F*_(2,53)_ = 74.77; *p* < 0.0001; dose × session, *F*_(10,265)_ = 5.368; *p* < 0.0001; diestrus: dose, *F*_(2,55)_ = 72.45; *p* < 0.0001; dose × session, *F*_(10,275)_ = 9.682; *p* < 0.0001). Although both proestrus and diestrus female rats sensitized to ketamine at the doses tested, estrous cycle differences were apparent in the rate at which sensitization developed. This was first evident at the lower dose administered (10 mg/kg), where activity levels significantly increased and persisted in proestrus females with just four treatments (*p* = 0.0069 vs Session 1; Fig. 2*B*), but not until the sixth and final treatment (*p* = 0.0068 vs Session 1; Fig. 2*C*) in diestrus rats. Furthermore, the magnitude of increase in activity levels within-subject from the first treatment to the final session (six) was greater in proestrus females (55.01 ± 12.50% increase) compared with diestrus females (40.38 ± 10.64% increase). In contrast, an enhanced locomotor response to 20 mg/kg occurred rapidly after the second treatment in diestrus females (*p* = 0.0285 vs Session 1) but only after five doses in proestrus females. However, as activity levels were similar between these groups during the sixth session, this discrepancy may in part reflect the greater acute response observed at this dose in proestrus versus diestrus females (see below) at 20 mg/kg—a difference not observed at the lower dose (see below).

Despite clear sex differences in the susceptibility to develop locomotor sensitization to ketamine, all rats regardless of sex or cycle stage exhibited clear and dose-dependent (dose, *F*_(2,196)_ = 95.42; *p* < 0.0001) acute locomotor stimulant responses following the first injection of ketamine (Fig. 2*D*), with a strong effect of sex (sex/cycle, *F*_(2,196)_ = 9.849; *p* < 0.0001; interaction, *F*_(4,196)_ = 1.903; *p* = 0.1115) where females generally traveled greater distances than males (Fig. 2*E*). This sex difference was observed in both proestrus (*p* = 0.0025 vs males) and diestrus (*p* = 0.0135 vs males) females following 10 mg/kg ketamine, whereas only proestrus, but not diestrus, females exhibited an enhanced locomotor response to 20 mg/kg when compared with males (*p* = 0.0021), suggesting an enhanced acute locomotor response in proestrus females to the highest dose of ketamine used. This estrous cycle effect was absent by the sixth treatment session (Fig. 2*F*), with significantly greater activity counts in both groups of females receiving 10 mg/kg (proestrus, *p* < 0.0001; diestrus, *p* = 0.0001) and 20 mg/kg (proestrus, diestrus, *p* < 0.0001) ketamine when compared with males (sex/cycle, *F*_(2,196)_ = 27.65; *p* < 0.0001; dose, *F*_(2,196)_ = 180.4; *p* < 0.0001; interaction, *F*_(4,196)_ = 5.638; *p* = 0.0003). These differences could not be accounted for by baseline differences in activity levels, which were similar between all saline-treated groups across sessions (*p*s > 0.05; Extended Data Fig. 2-1).

### Temporal patterns of locomotor response to ketamine

To assess activity patterns throughout the hour-long sessions after ketamine administration, we generated time-course profiles following the first and sixth treatments in males (Fig. 3*A*), proestrus females (Fig. 3*B*), and diestrus females (Fig. 3*C*). As the development of sensitization was determined by a significant increase in activity from session 1 to session 6, area-under-the-curve (AUC) values were then generated from these response profiles and compared between treatment sessions 1 and 6 across sex, cycle, and treatment groups (Fig. 3*D*–*F*) as a secondary means of confirmation of sensitized response to ketamine (or lack thereof) in male and female rats. Consistent with cumulative activity counts, main effects of sex/cycle (*F*_(2,196)_ = 23.03; *p* < 0.0001), dose (*F*_(2,196)_ = 174.80; *p* < 0.0001), and session (*F*_(1,196)_ = 70.19; *p* < 0.0001) were observed, with significant interactions supporting cycle- (sex/cycle × session × time bin, *F*_(5.92,580.55)_ = 2.34; *p* = 0.0310) and dose-dependent (dose × session × time bin, *F*_(5.92,580.55)_ = 6.691; *p* < 0.0001; sex/cycle × dose × time bin, *F*_(10.13,496.53)_ = 3.446; *p* = 0.0002) effects on temporal response patterns between the first and sixth sessions. A full detailing of statistical analyses can be found in Extended Data Figure 2-1. In general, activity levels were similar throughout the course of treatment in all saline-treated rats (Fig. 3*A–C*, top; all AUC *p*s > 0.05; 0.0 mg/kg Injection 6 vs 1; Extended Data Fig. 2-1), confirming that repeated saline injections alone did not sensitize locomotor response.

**Figure 3.**
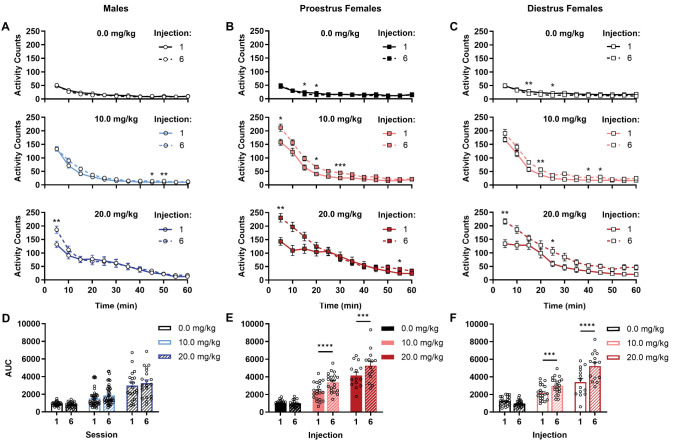
Temporal patterns of locomotor response to repeated ketamine across sex and estrous cycle. ***A***, Only males treated with 20.0 mg/kg ketamine exhibited increased locomotor activity 5 min after the sixth compared with first injection, with activity levels otherwise similar between first and last injections in all male treatment groups. ***B***, ***C***, Increased activity during the sixth compared with first sessions was most notable from 5 to 30 min post-treatment in proestrus (panel ***B***) and diestrus (panel ***C***) females treated with 10.0 mg/kg (middle) or 20.0 mg/kg (bottom) ketamine. ***D–F***, AUC values generated from time-binned activity plots confirm the absence of locomotor sensitization in males (panel ***D***) regardless of dose and sensitized locomotor response by the sixth injection in proestrus (panel ***E***) and diestrus (panel ***F***) females treated with either 10.0 or 20.0 mg/kg ketamine. Data are expressed as means ± SEMs; *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001 versus Injection/Session 1 using Šídák's post hoc. All statistical analyses corresponding to this figure are presented in Extended Data Figure 2-1. Between-dose comparisons of time-binned activity from sessions 1 and 6 are shown in Extended Data Figure 3-1.

10.1523/ENEURO.0419-25.2025.f3-1 Figure 3-1 Dose comparison of temporal locomotor response patterns for first and last ketamine treatments within sex and estrous cycle stage. ***A***, Males (top), proestrus females (middle), and diestrus females (bottom) exhibit dose-dependent increases in activity most notably during the first 25 min after a single 10.0 (light blue, pink asterisks) or 20.0 (dark blue, red asterisks) mg/kg ketamine injection compared to vehicle. ***B***, Between-dose comparisons after the sixth ketamine injection in males (top), proestrus females (middle) and diestrus females (bottom) demonstrate extended increases in activity compared to saline across the hour-long session. Data are expressed as means ± SEMs; *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 vs. 0.0 mg/kg; ^#^p < 0.05, ^##^p < 0.01, ^###^p < 0.001, ^####^p < 0.0001, 20.0 mg/kg vs. 10.0 mg/kg; Tukey’s multiple comparisons. Download Figure 3-1, TIF file.

Apart from a short-lived increase in locomotor response in males to repeated treatment with 20 mg/kg ketamine for the first 5 min following administration (Fig. 3*A*, bottom; *p* = 0.0038 vs Injection 1), no meaningful ketamine-induced increases in activity were observed throughout the hour-long sessions in males at any dose (Fig. 3*D*; dose, *F*_(2,88)_ = 35.10; *p* < 0.0001; injection, *F*_(1,88)_ = 2.280; *p* = 0.1356; interaction, *F*_(2,88)_ = 1.873; *p* = 0.1598). AUC values from temporal response patterns in proestrus (Fig. 3*E*; dose, *F*_(2,53)_ = 69.46; *p* < 0.0001; injection, *F*_(1,53)_ = 28.00; *p* < 0.0001; interaction, *F*_(2,53)_ = 10.10; *p* = 0.0002) and diestrus (Fig. 3*F*; dose, *F*_(2,55)_ = 59.34; *p* < 0.0001; injection, *F*_(1,55)_ = 39.94; *p* < 0.0001; interaction, *F*_(2,55)_ = 23.29; *p* < 0.0001) females confirm the enhanced locomotor response to repeated ketamine at both 10 mg/kg (Fig. 3*B*,*C*, middle; *p*s ≤ 0.0005 vs Injection 1) and 20 mg/kg (Fig. 3*B*,*C*, bottom; *p*s ≤ 0.0002 vs Injection 1). Time-binned data in 10 mg/kg-treated females revealed comparatively greater activity levels primarily over the first 30 min following the sixth treatment compared with the first (Fig. 3*B*,*C*, middle; *p < 0.05; **p = 0.0053; ***p = 0.0002), with more modest increases observed through the remainder of the hour-long sessions (*p*s < 0.04). Locomotor-activating effects of 20 mg/kg ketamine were most apparent the first 5 min after treatment in proestrus females (*p* = 0.0067), returning to the first-session levels shortly thereafter. In contrast, activity remained significantly elevated compared with the first treatment session throughout the first 25 min at this dose in diestrus females (*p = 0.0318; **p = 0.0088), with nonsignificant but meaningful (cumulatively) increases in activity counts over the remaining 35 min. Particularly in females, response profiles following the first treatment with 20 mg/kg exhibited blunted activity peaks at 5 min post-treatment near or slightly below those observed with 10 mg/kg. This was followed by a protracted period of locomotor stimulation which was longer in duration in proestrus females (40 min; *p* = 0.0391 vs saline; Extended Data Fig. 3-1) than in diestrus females (25 min; *p* = 0.0074 vs saline; Extended Data Fig. 3-1). It is notable that these blunted but extended response patterns were not observed at the sixth injection of 20 mg/kg (Extended Data Fig. 3-1), which followed a more typical dose-dependent peak at 5 min followed by gradual decreases in activity over the course of the session. While fine motor movements were not assessed here and this time-course analysis is descriptive, it is relevant that similar observations reported in ketamine-treated rats were associated with ataxic effects of higher doses over the first 15 min following treatment and a tolerance to those effects with repeated intermittent ketamine administration (Elersič et al., 2024, 2025).

### Generation of polyribosome-associated transcriptomes of NAc D1- and D2-MSNs in female rats

Previous work has demonstrated that repeated ketamine induces alterations in structural plasticity within the NAc associated with locomotor sensitization following intermittent treatment in rats (Strong et al., 2017; Schoepfer et al., 2019). This increased locomotor response was associated with greater protein levels of ΔFosB within this region in males, but was not apparent in the NAc of sensitized females at lower doses (Strong et al., 2017; Schoepfer et al., 2019), suggesting that alternative mechanisms underlie the enhanced sensitivity of females to the locomotor-activating effects of repeated ketamine treatment. Given the differential roles of D1- and D2-expressing NAc MSNs in psychostimulant-induced behavioral responses (Lobo et al., 2010; Chandra et al., 2015; Kai et al., 2015; Van Zessen et al., 2021), we employed a RiboTag viral vector approach (Sanz et al., 2015, 2019) to isolate polyribosome-bound mRNA from D1- and D2-MSN-specific populations within the NAc of proestrus and diestrus females following repeated ketamine treatment. As the primary aim of this work was to relate early translatomic neuroadaptations in NAc MSNs following repeated ketamine to the induction of sensitized locomotor response, the tissue from male rats was not processed, as sensitization induction was not observed in males under the intermittent ketamine treatment protocol used in the present work. Confirmation of RiboTag viral expression and placement within the NAc are presented in Figure 4*A*, which shows robust expression of EYFP in the NAc of D1-Cre and D2-Cre transgenic rats that received bilateral injections of RiboTag AAV.

**Figure 4.**
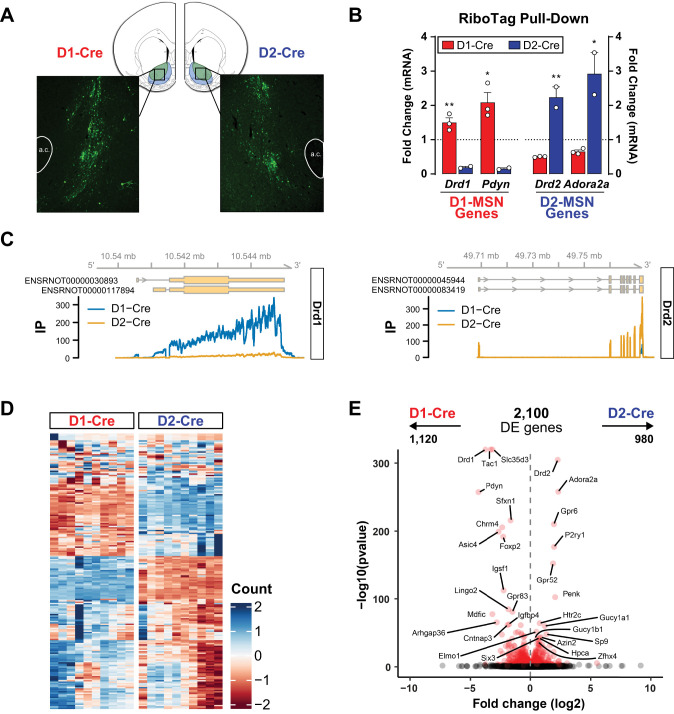
Validation of RiboTag viral expression and isolation of NAc D1- and D2-MSNs in female rats. ***A***, Representative image of EYFP (AAV-DIO-RiboTag) expression in the NAc of D1-Cre and D2-Cre rats. ***B***, Cell-type-specific enrichment of ribosome-associated mRNA for known MSN subtype genes. Data represent the fold change of IP relative to input samples isolated from the NAc of D1-Cre (*n* = 3) and D2-Cre (*n* = 2) rats, where all values were normalized to *Actb.* ***C***, Normalized read coverage of the *Drd1* and *Drd2* gene loci in IP samples from D1-Cre and D2-Cre rats. ***D***, Heatmap of the rlog-transformed read counts of the 200 genes with the most reads counts. Genes are depicted in rows, whereas samples (D1-Cre or D2-Cre IP) are depicted in columns. ***E***, A volcano plot depicting the log2 fold change (*x*-axis) against the −log10 of the uncorrected *p* value (*y*-axis) for each gene. Differentially expressed genes are shown in red, and the 15 genes with the lowest adjusted *p* values biased in D1- or D2-Cre IP samples are labeled. Data are depicted as means + SEMs; *p < 0.05; **p < 0.01 D2 versus D1, unpaired *t* test. a.c., anterior commissure. A full list of results for the differential expression analysis is available in Extended Data Figure 4-1.

10.1523/ENEURO.0419-25.2025.f4-1 Figure 4-1 Differential expression analysis of genes isolated from D1- versus D2-MSNs in the nucleus accumbens of either all saline-treated females (combined), proestrus females only, or diestrus females only. Download Figure 4-1, XLS file.

In D1-Cre and D2-Cre rats infused with the RiboTag viral vector, Cre-dependent expression of ribosomal hemagglutinin (HA) tags permitted HA-antibody-facilitated IP of polyribosomes from which D1- and D2-MSN-specific mRNA could then be isolated. 

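The sequencing data are 39 IP libraries, 1 per rat, of polyribosome-bound mRNA from the NAc of D1-Cre and D2-Cre females. They fall into 8 groups by Cre line, cycle stage (proestrus or diestrus) and treatment (saline or ketamine). Each group holds 5 libraries, except ketamine-treated proestrus D2-Cre rats with 4, from which the authors excluded 1 library after a principal component analysis. The input libraries are not used here. The authors trimmed the reads, quantified transcripts with Salmon and summed the estimates per gene, and the deposited values are these expected counts, rounded to whole numbers and not normalized, for 23978 genes. In the 20 libraries of saline-treated females, total counts ranged from 18271271 to 24784447 in the 10 D1 libraries, with a median of 20009367. In the 10 D2 libraries they ranged from 2396517 to 22870510, with a median of 21133173. For each comparison, genes with low counts were removed by edgeR's filter (minimum count 10), library sizes were normalized by TMM, and 2 surrogate variables estimated from the counts were added to the model. The paper also added surrogate variables to its models, and its text does not give their number. A gene was called differentially expressed (DE) at an adjusted p under 0.1, the paper's false discovery rate, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Positive log2 fold changes between cell types denote a D2 bias. Genes are listed by Ensembl identifier, and 1966 of the 23978 identifiers could be paired with a gene symbol, through the parts of the authors' result tables that were read. The remaining genes, Drd1, Drd2, Pdyn and Tac1 among them, are not analysed here by name.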

Enrichment of the D1-MSN genes, *Drd1* (*p* = 0.0053) and *Pdyn* (*p* = 0.0140), and the D2-MSN genes, *Drd2* (*p* = 0.0046) and *Adora2a* (*p* = 0.0161), in their respective cell types (as previously reported; Gerfen et al., 1990; Schiffmann and Vanderhaeghen, 1993; Ince et al., 1997; Lobo et al., 2006) were first demonstrated via qRT-PCR (Fig. 4*B*) and confirmed by greater RNAseq reads coverage of the *Drd1* gene by D1- than D2-Cre IP libraries and of the *Drd2* gene by D2- than D1-Cre IP libraries (Fig. 4*C*). 

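The 200 genes with the highest mean normalized count in the 20 saline libraries took up 25.5% of all counts. Of these, 105 were DE between D1 and D2 libraries, 62 with a D1 bias and 43 with a D2 bias. Their median absolute log2 fold change was 0.10 and the largest was 2.08, with 5 genes above 1. In a principal component analysis of their log2 CPM, the first component carried 64% of the variance. On it, the D2 libraries lay between 0.65 and 3.27 and the D1 libraries between -9.72 and 0.23. The value of -9.72 belonged to 1 proestrus D1 library, number 33, and the other 9 D1 libraries lay at -1.94 or above. With library 33 left out, a step chosen after its position was seen, the first component carried 60.1% of the variance, and the D1 libraries lay between -2.83 and -0.85 and the D2 libraries between 0.56 and 3.17.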

The top 200 genes with the most read counts also show vast differences between D1- and D2-Cre samples, denoting a stark contrast in the gene expression profile between the two groups (Fig. 4*D*). Accordingly, 2,100 genes were DE between D1- and D2-Cre IP samples, with 1,120 (53%) and 980 (47%) being D1- and D2-biased, respectively (Fig. 4*E*; Extended Data Fig. 4-1). 

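Of 13689 genes tested between the 10 D1 and 10 D2 saline libraries, with cycle stage in the model, 3941 were DE by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 1936 with a D1 bias and 2005 with a D2 bias. An unadjusted p under 0.05 was found for 4641 genes, and chance alone gives 684. The alternative that moved the count most was a single model of all 39 libraries, in which 1848 genes were DE, 929 with a D1 bias and 919 with a D2 bias. Among the genes without a paired symbol, ENSRNOG00000008428 had the lowest adjusted p with a D2 bias, at 441 ± 35.5 normalized CPM (SD, n = 10) in D2 and 88.2 ± 11.0 (SD, n = 10) in D1 libraries (log2 fold change 2.31, standard error 0.0527, adjusted p = 1.05e-17 from the same edgeR test). With a D1 bias, ENSRNOG00000018279 had the lowest, at 193 ± 4.55 (SD, n = 10) in D1 and 61.8 ± 6.38 (SD, n = 10) in D2 libraries (log2 fold change -1.66, standard error 0.0433, adjusted p = 5.31e-17).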

Among the most well known cell-type-specific DEGs were *Drd1*, *Pdyn*, *Tac1*, and *Chrm4* in D1-MSNs and *Drd2*, *Adora2a*, *Penk*, and *Gpr6* in D2-MSNs (Gerfen et al., 1990; Schiffmann and Vanderhaeghen, 1993; Ince et al., 1997; Lobo et al., 2006), validating the robust selective enrichment of these NAc MSN subtypes.

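Adora2a, an adenosine receptor gene, is the marker that could be paired with an identifier. It had 926 ± 105 normalized CPM (SD, n = 10) in D2 and 177 ± 22.8 (SD, n = 10) in D1 saline libraries, a log2 fold change of 2.38 (standard error 0.0686, adjusted p = 2.91e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every D2 library was above every D1 library. In proestrus alone the log2 fold change was 2.23 (standard error 0.0875), and between 2.18 and 2.28 with each library left out in turn. In diestrus alone it was 2.40 (standard error 0.101), and between 2.34 and 2.48 with each library left out. In each stage the 5 D2 libraries were above the 5 D1 libraries (2-sided exact permutation test, p = 0.00794, the smallest p that 5 against 5 allow).

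**Figure D1:**
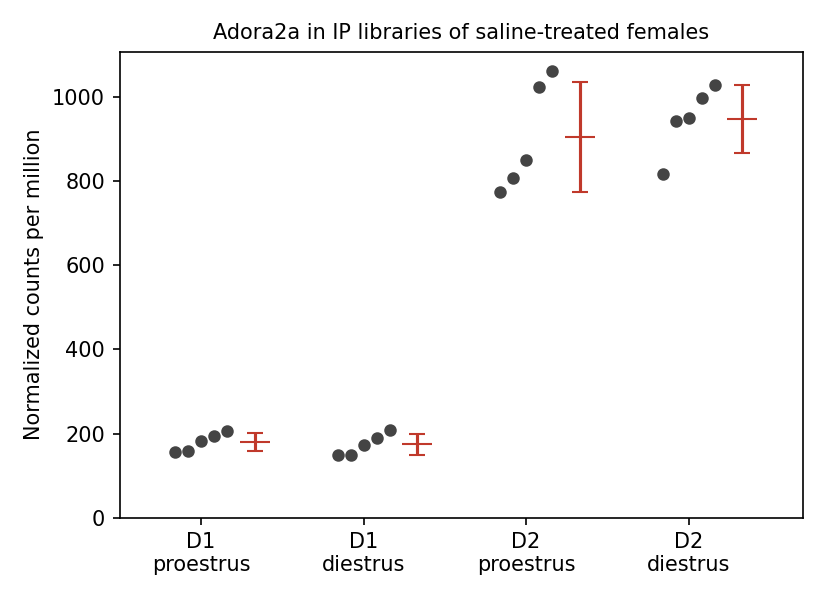
Normalized CPM of Adora2a in the saline libraries of D1-Cre and D2-Cre females by cycle stage. Each point is 1 library, and red marks give the mean ± SD of each group of 5. The D1 libraries lie between 149.1 and 208.4 and the D2 libraries between 775.7 and 1063.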

### Translatome profiles of D1- and D2-MSNs in proestrus and diestrus female rats

Given the relevance of estrous cycle to behavioral outcomes following ketamine treatment in female rats, we first established ribosome-bound mRNA expression profiles in MSN subtypes separately for saline-treated proestrus and diestrus females to determine whether estrous cycle influences cell-type-specific expression patterns in the NAc at baseline (Fig. 5). A total of 825 genes were commonly DE between D1- and D2-MSNs in both estrous cycle stages (*p* < 0.001; Fig. 5*A*; Extended Data Fig. 4-1). 

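In proestrus, 718 of 13283 genes tested were DE between 5 D1 and 5 D2 saline libraries, 346 with a D1 bias and 372 with a D2 bias (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In diestrus, 546 of 13292 were DE, 316 with a D1 bias and 230 with a D2 bias. With each library left out in turn, the count ran from 286 to 1697 in proestrus and from 273 to 925 in diestrus. Among the 13155 genes tested in both stages, 716 were DE in proestrus and 544 in diestrus, and 301 were DE in both, where chance gives 29.6 (exact hypergeometric test across genes, which are not independent replicates, p = 1.4e-254). Of the alternatives set at the outset, DESeq2 without surrogate variables moved this number most, to 739.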

The direction of change within these DEGs was the same between proestrus and diestrus females, supporting the independence of these MSN subtype differences from estrous cycle regulation during these two stages—469 were D1-biased, while 356 DEGs were D2-biased in their expression patterns. 

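Of the 301 shared genes, 178 had a D1 bias in both stages, 122 had a D2 bias in both, and 1 had opposite directions. Over all 13155 genes the Spearman correlation of the proestrus and diestrus log2 fold changes was 0.445, a value across genes within these libraries. This correlation rests on the setting. Without surrogate variables it was 0.677. Under DESeq2 with the number of surrogate variables from the sva package's num.sv function, chosen after seeing the values, it was 0.363 over 17562 genes.

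**Figure D2:**
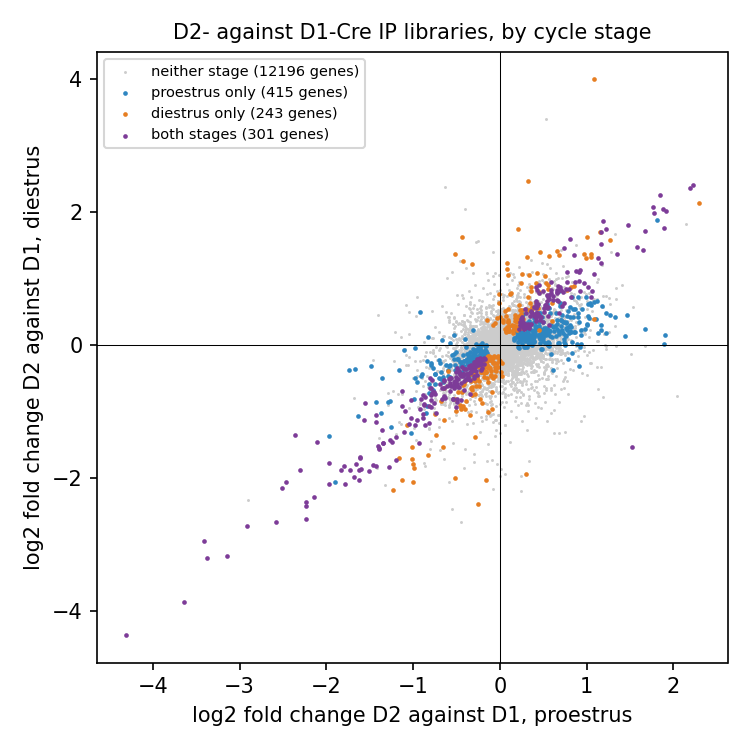
log2 fold change of D2 against D1 saline libraries in proestrus (x-axis) and in diestrus (y-axis), with 1 point per gene. Colours mark genes DE in both stages (301), in proestrus only (415), in diestrus only (243) or in neither (12196). Nearly all genes DE in both stages lie in the lower left and upper right quadrants.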

A predominant functional cluster of DEGs enriched in D1-MSNs related to neuronal communication through the regulated secretory pathway, demonstrating differential translation of genes involved in vesicle-mediated transport and neurotransmitter and neuropeptide secretion at the synapse in D1- compared with D2-MSNs (Fig. 5*B*), with many DEGs encoding synaptic vesicle- and neuronal dense core vesicle-localized proteins (Extended Data Fig. 5-1). 

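The functional terms rest on gene names, so the vesicle genes were looked up as families defined by symbol. Of 49 synaptotagmin and SNARE genes, 6 could be paired and tested: Cplx2, Stx2, Snap29, Vamp4, Stx6 and Stx8. No synaptotagmin was among them, so these values leave most of the family, and the paper's statement on secretion, untested. None of the 6 had a D1 bias past the threshold over all saline libraries. Stx2 and Stx6 had a D2 bias (log2 fold change 0.57, standard error 0.139, adjusted p = 0.00582, and 0.14, standard error 0.0356, adjusted p = 0.00902, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of 27 neuropeptide and dense core vesicle genes, 2 could be paired. Sst had a D1 bias over all saline libraries (log2 fold change -1.61, standard error 0.172, adjusted p = 6.22e-06) and was also DE in proestrus (-1.35) and in diestrus (-1.47). Sst also stands on the list of interneuron markers, so its D1 bias cannot be assigned to MSNs from these counts. Nos1, the other paired gene of that list, had a D1 bias too (log2 fold change -1.78, adjusted p = 9.14e-07 from the same edgeR test). Vgf had a D1 bias over all saline libraries (-0.17, standard error 0.0697, adjusted p = 0.0919) and was DE in neither stage alone. With so few members paired, no family was tested as a set.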

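Of 96 potassium channel genes, 6 could be paired and 5 were tested between D1 and D2 saline libraries. Kcnj6, an inward rectifier, had a D1 bias (18.9 ± 7.57 normalized CPM in D1 and 11.1 ± 4.84 in D2 libraries, SD, n = 10 each, log2 fold change -0.80, standard error 0.198, adjusted p = 0.00847 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Kcnk2, a background potassium channel, had a D2 bias (153 ± 14.4 in D1 and 198 ± 19.2 in D2, log2 fold change 0.37, standard error 0.0483, adjusted p = 1.51e-05). Within single stages, Kcnk2 was DE in proestrus (0.27, adjusted p = 0.0187). In diestrus its log2 fold change was 0.28, without passing the threshold (adjusted p = 0.116). Kcnj6 was DE in neither stage (adjusted p = 0.102 in proestrus and 0.123 in diestrus). Of 21 GABA receptor genes, 8 were tested, and Gabra4 was the 1 past the threshold, with a D2 bias (log2 fold change 0.32, standard error 0.0519, adjusted p = 0.00017).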

Several D1-MSN-enriched genes were also related to transmembrane potassium ion transport, as well as GABAergic synaptic transmission. In contrast, D2-MSN DEGs were enriched in processes involved in glutamatergic synaptic transmission and G-protein-coupled receptor signaling—particularly in response to catecholamines (Fig. 5*B*). 

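Of 26 glutamate receptor genes, 5 could be paired and 4 were tested. Grik2 had a D1 bias over all saline libraries (log2 fold change -0.27, standard error 0.0412, adjusted p = 7.71e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and in each stage, with -0.26 in proestrus (adjusted p = 0.0734) and -0.31 in diestrus (adjusted p = 0.0605). Every D2 library was below every D1 library within each stage. Grik1 had a D1 bias (-0.61, standard error 0.162, adjusted p = 0.012) and Grin2c a D2 bias (0.43, standard error 0.14, adjusted p = 0.0365). None of the 14 catecholamine receptor genes could be paired with an identifier.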

Notably, structural processes comprised of several extracellular matrix structural constituents (Extended Data Fig. 5-1) were highly represented among D2- versus D1-MSN–enriched genes, including regulation of actin filament-based processes and cell-substrate adhesion.

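Of 55 collagen and laminin genes, 13 could be paired and 11 were tested. Over all saline libraries, 8 had a D2 bias past the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Col5a2 had 5.36 ± 3.01 normalized CPM (SD, n = 10) in D2 and 1.92 ± 0.57 (SD, n = 10) in D1 libraries, a log2 fold change of 1.45 (standard error 0.267, adjusted p = 0.000727). In proestrus alone its log2 fold change was 1.46 (adjusted p = 0.0384) and in diestrus alone 0.46 (adjusted p = 0.615). No collagen or laminin gene was DE in both stages. Of 26 integrin genes, 3 were tested, and Itga6 and Itgb5 had a D2 bias over all saline libraries.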

**Figure 5.**
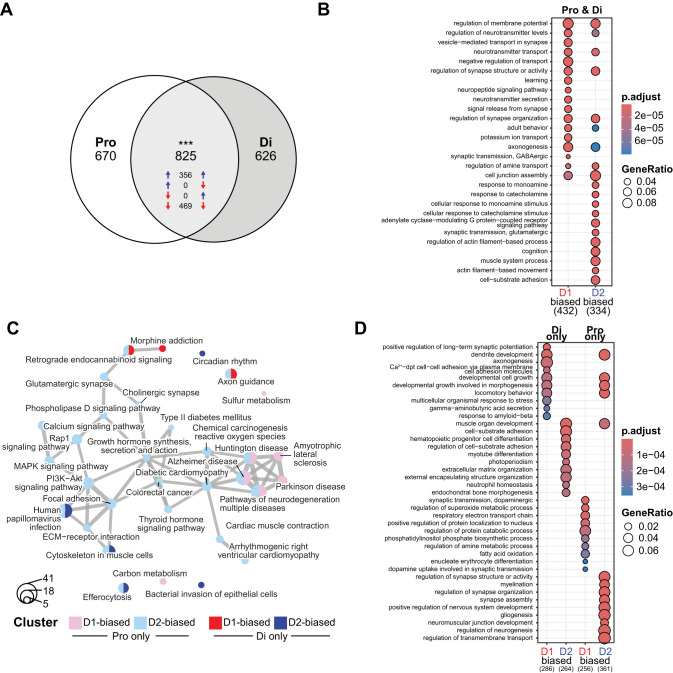
Estrous cycle influence on the cell-type-specific pattern of gene expression in the NAc at baseline. ***A***, The number of DEGs between D2- and D1-Cre IP samples common or distinct between proestrus (Pro) and diestrus (Di) is depicted. In the common genes, the direction of change was consistent between cycle stages: upregulated (D2-bias, blue arrows) or downregulated (D1-bias, red arrows). ***B***, The functional enrichments in the common set of genes (Pro & Di) reveal differences in the ontologies of the biological processes biased in each MSN subtype. ***C***, ***D***, The DEGs specific to each estrous cycle stage are enriched in distinct KEGG terms (panel ***C***) and biological process ontologies (panel ***D***), highlighting the uniqueness in subtype-specific regulations by the estrous cycle. In all panels, the circle size depicts the number of associated genes. ***p < 0.001, hypergeometric test for the overlap between two sets of genes. A full list of results for the differential expression analysis is available in Extended Data Figure 4-1. Functional enrichment analyses are reported for all comparisons related to this figure in Extended Data Figure 5-1.

10.1523/ENEURO.0419-25.2025.f5-1 Figure 5-1 Functional enrichment analyses of genes differentially expressed in nucleus accumbens D1- versus D2-MSNs in either proestrus or diestrus female rats. Download Figure 5-1, XLS file.

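Whether the D1 to D2 difference itself depended on cycle stage was tested as an interaction in the 20 saline libraries. No gene of those tested passed the threshold by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 310 had an unadjusted p under 0.05, where chance gives 684. Of the 658 genes DE in a single stage, 53 (8.1%) had an unadjusted interaction p under 0.05. The D1 to D2 difference had the same direction in the other stage for 618 of the 658 genes (93.9%) and the opposite direction for 40. Among the 12196 genes DE in neither stage, 63.5% had the same direction in both. Without surrogate variables, the direction was the same for 98.3% of 1054 single-stage genes and 72.1% of those DE in neither. Under DESeq2 with the num.sv number, chosen after seeing the values, it was the same for 92% of 1332 and 63.1%.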

Despite the strong concordance between both groups of females in D1- versus D2-MSN-enriched DEGs, large populations of estrous cycle-specific genes were differentially enriched in MSN subtypes exclusively in proestrus or diestrus rats (Fig. 5*A*). 

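Among the genes tested in both stages, 415 were DE between D1 and D2 libraries in proestrus and not in diestrus, 168 with a D1 bias and 247 with a D2 bias. Another 243 were DE in diestrus and not in proestrus, 135 with a D1 bias and 108 with a D2 bias. In the other stage, 163 of the 415 and 108 of the 243 had the same direction with an unadjusted p under 0.05.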

In proestrus females, 670 genes were DE between D1- and D2-MSNs, with an additional 626 identified only in diestrus females (Extended Data Fig. 4-1). 

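The authors' enrichment table lists 15 genes under Parkinson disease and 15 under Alzheimer disease for the proestrus-only D1-biased set, of which Sdhc and Tuba4a could be paired. Their log2 fold changes in proestrus were -0.15 and -0.14, and neither was DE (adjusted p = 0.251 for each, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For the signaling terms of the proestrus-only D2-biased set, the table lists 20 genes under PI3K-Akt, 14 under MAPK and 16 under Rap1. Of the paired genes, Mapk10 was DE in proestrus (194.5 ± 8.43 normalized CPM in D2 and 169.8 ± 15.9 in D1 libraries, SD, n = 5 each, log2 fold change 0.23, standard error 0.0569, adjusted p = 0.0457) and not in diestrus (0.06, adjusted p = 0.802). When each library was left out in turn, Mapk10 was past the threshold in 5 of 10 fits. Flt1 (0.80), Rapgef4 (0.20), Gsk3b (0.32), Cacna1e (0.52) and Col6a1 (1.16) had a D2 bias in proestrus without passing the threshold. Of these, only Flt1 had every D2 library above every D1 library (2-sided exact permutation test, p = 0.00794). Which listed genes pass rests on the setting. Of 22 paired genes listed under the terms in the text, 2 passed here in the stage of their list. With 1 surrogate variable 17 passed, and under DESeq2 with the num.sv number, chosen after seeing the values, 22.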

An overlapping set of DEGs in proestrus-only D1-MSNs were broadly associated with neurodegenerative diseases, while those enriched in proestrus-only D2-MSNs were predominantly related to intracellular signaling pathways (PI3K-Akt, MAPK, and Rap1 signaling; Fig. 5*C*). 

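For morphine addiction the authors' table lists 7 genes in the diestrus-only D1-biased set, of which Gabrg1 could be paired. Its log2 fold change was -0.19 in diestrus (standard error 0.108, adjusted p = 0.509 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.10 in proestrus (standard error 0.137, adjusted p = 0.781). The 15 genes listed under focal adhesion stand in the proestrus-only D2-biased set of the authors' table, and the 4 paired ones are Flt1, Col6a1, Mapk10 and Gsk3b. In diestrus none of the 4 was DE, and their log2 fold changes were 0.18, -0.34, 0.06 and 0.06. The diestrus values of Col6a1 and Gsk3b reversed in sign without surrogate variables, to 0.63 and -0.04.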

On the other hand, diestrus-only D1-MSN DEGs were associated with morphine addiction, whereas focal adhesion was enriched in D2-MSN-biased genes. Interestingly, though axon guidance and retrograde endocannabinoid signaling KEGG pathways were significantly enriched in both proestrus-only and diestrus-only datasets, the direction of regulation differed depending on estrous cycle stage—D1-biased in diestrus only and D2-biased in proestrus only.

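Under retrograde endocannabinoid signaling, the authors' table lists 10 genes for the diestrus-only D1-biased set, with Daglb, Gabrg1 and Mapk9 paired, and 8 for the proestrus-only D2-biased set, with Mapk10 paired. Mapk9 was DE in diestrus (182 ± 8.45 normalized CPM in D2 and 207 ± 5.80 in D1 libraries, SD, n = 5 each, log2 fold change -0.18, standard error 0.0467, adjusted p = 0.0742 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every D2 library was below every D1 library. In proestrus its log2 fold change was -0.02 (standard error 0.0504, adjusted p = 0.906). With each library left out in turn, Mapk9 was past the threshold in diestrus in 6 of 10 fits. Daglb had a log2 fold change of -0.23 in each stage and was DE in neither (adjusted p = 0.287 in proestrus and 0.28 in diestrus). In diestrus all 5 D2 libraries were below every D1 library for Daglb, and in proestrus 4 of the 5 (2-sided exact permutation test, p = 0.00794 and 0.0317). Of the genes under axon guidance, none of 11 could be paired for diestrus and 1 of 10, Gsk3b, for proestrus.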

While both proestrus-only and diestrus-only DEGs exhibited similar enrichment in synaptic activity processes in D1-MSNs and structural processes in D2-MSNs, Figure 5*D* demonstrates the uniqueness in subtype-specific regulation of biological processes by the estrous cycle. 

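Of 4 genes listed for GABA secretion in the diestrus-only D1-biased set, Grik1 could be paired. Its log2 fold change was -0.40 in diestrus (standard error 0.158, adjusted p = 0.288 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.25 in proestrus (standard error 0.165, adjusted p = 0.498). Of 6 genes listed for dopaminergic transmission in the proestrus-only D1-biased set, Flot1 could be paired. Its log2 fold change was -0.18 in proestrus (standard error 0.0546, adjusted p = 0.105) and -0.19 in diestrus (standard error 0.0621, adjusted p = 0.171). In proestrus every D2 library was below every D1 library for Flot1 (118 ± 3.32 and 134 ± 6.71 normalized CPM, SD, n = 5 each, 2-sided exact permutation test, p = 0.00794). In diestrus 2 of the 5 D2 libraries were below every D1 library (p = 0.563 from the same permutation test).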

For example, GABA secretion and synaptic vesicle/postsynaptic density localization were enriched in diestrus-only D1-MSNs, whereas D1-biased DEGs in proestrus females participate in dopaminergic transmission, transport, and uptake (Fig. 5*D*; Extended Data Fig. 5-1). In contrast, D2-biased diestrus-only DEGs were related to cell-substrate adhesion and extracellular matrix organization compared with synapse assembly, transmembrane transport, and cell junction assembly enrichment in proestrus-only D2-MSNs. 

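Of 18 genes listed for cell-substrate adhesion and 15 for extracellular matrix organization in the diestrus-only D2-biased sets, 5 could be paired. Their log2 fold changes in diestrus were 0.60 for St6gal1, 0.79 for Col3a1, 0.30 for Col1a1, 0.80 for Tcf15 and 0.13 for Smpd3, and none was DE (adjusted p between 0.214 and 0.846, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of these, only Tcf15 had every D2 library above every D1 library in diestrus (2-sided exact permutation test, p = 0.00794). All 5 genes also had a D2 bias in proestrus, from 0.07 for Smpd3 to 1.02 for Col1a1. Of the genes listed for cell junction assembly in the proestrus-only D2-biased set, Gja1, Limch1 and Pmp22 had log2 fold changes of 0.38, 0.45 and 0.76 in proestrus, and none was DE (adjusted p = 0.25, 0.145 and 0.283). In proestrus all 5 D2 libraries were above every D1 library for Gja1 and Limch1 (2-sided exact permutation test, p = 0.00794 for each), and 3 of the 5 for Pmp22 (p = 0.0238, same test). In diestrus the log2 fold changes of these genes were 0.05, -0.02 and 0.31. As above, which listed genes pass rests on the setting. The diestrus value of Limch1 was 0.24 without surrogate variables.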

The cell-type-specific regulation of differential translation in the NAc by the estrous cycle is further evidenced by the enrichment of distinct molecular functions in MSN subtypes in diestrus versus proestrus females (Extended Data Fig. 5-1).

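The effect of cycle stage within a cell type was tested in the saline libraries. Between 5 proestrus and 5 diestrus D1 libraries, 0 of 13183 genes were DE by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 522 had an unadjusted p under 0.05, where chance gives 659. When each library was left out in turn the count ran from 0 to 14. Between 5 proestrus and 5 diestrus D2 libraries, 0 of 13340 genes were DE, and 545 had an unadjusted p under 0.05, where chance gives 667. The paper reasons from the sets of genes that differ between D1- and D2-MSNs in both stages or in a single stage, and from the terms enriched in each set (Fig. 5B-D), that part of the difference between the MSN subtypes is independent of the cycle and part is regulated by it.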

### Estrous cycle influences translational regulation by repeated ketamine in NAc MSNs in a cell-type-specific manner

The behavioral data presented herein confirm the greater susceptibility of female rats to develop locomotor sensitization to intermittent ketamine compared with males. However, it remains unclear the extent and nature of molecular changes incurred that may confer this enhanced behavioral response to ketamine over time. Accordingly, translatomes of NAc D1- and D2-MSNs isolated from rats that developed clear locomotor sensitization to 10 mg/kg ketamine were compared against saline-treated controls following context re-exposure in a drug-free state. 

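The ketamine comparisons used 19 IP libraries of ketamine-treated and 20 of saline-treated females, within each cell type and cycle stage. The rats had received 6 injections of 10 mg/kg ketamine or saline, timed to the cycle stage, and tissue was taken some days after the last injection, on re-exposure to the context without drug. Total counts in the ketamine libraries ranged from 16118050 to 20494896 in proestrus D1, from 18836806 to 23454882 in diestrus D1, from 19928297 to 43224256 in proestrus D2 and from 16175294 to 23533750 in diestrus D2. The same filter, normalization, 2 surrogate variables and threshold were used as between cell types, with treatment as the only condition in each model. Positive log2 fold changes denote higher expression with ketamine.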

Proestrus and diestrus females were directly compared in order to determine whether the faster rate of sensitization in proestrus females reflected greater ketamine-induced changes in mRNA translation. 

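In proestrus D1-MSNs, 1 of 13183 genes, Col11a2, was DE between 5 ketamine and 5 saline libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 764 had an unadjusted p under 0.05, where chance gives 659. Of 100 splits of these libraries into groups of the same sizes, the real one included, 51 gave at least 764 such genes. The median of the other splits was 780, so the excess over 659 does not set the treatment apart from arbitrary groups. In proestrus D2-MSNs, 0 of 13414 genes were DE between 4 ketamine and 5 saline libraries, and 457 had an unadjusted p under 0.05, where chance gives 671. Of the alternatives set at the outset, the number of surrogate variables from the sva package's num.sv function moved the D1 count most, to 26 genes. The D2 count moved most without the filter and under DESeq2 with 2 surrogate variables, to 1 gene each. Col11a2, a collagen gene, had 17.2 ± 2.45 normalized CPM (SD, n = 5) with ketamine and 9.50 ± 1.96 (SD, n = 5) with saline in D1-MSNs, a log2 fold change of 0.88 (standard error 0.105, adjusted p = 0.0178). All 5 ketamine libraries were above all 5 saline libraries (2-sided exact permutation test, p = 0.00794). With each library left out in turn, its log2 fold change ran from 0.81 to 0.99 and it stayed past the threshold in 6 of 10 fits. In proestrus D2-MSNs, Qsox1 and Mx2, labeled in Fig. 6A, had log2 fold changes of -0.33 and 0.69 (adjusted p = 0.999 for each).

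**Figure D3:**
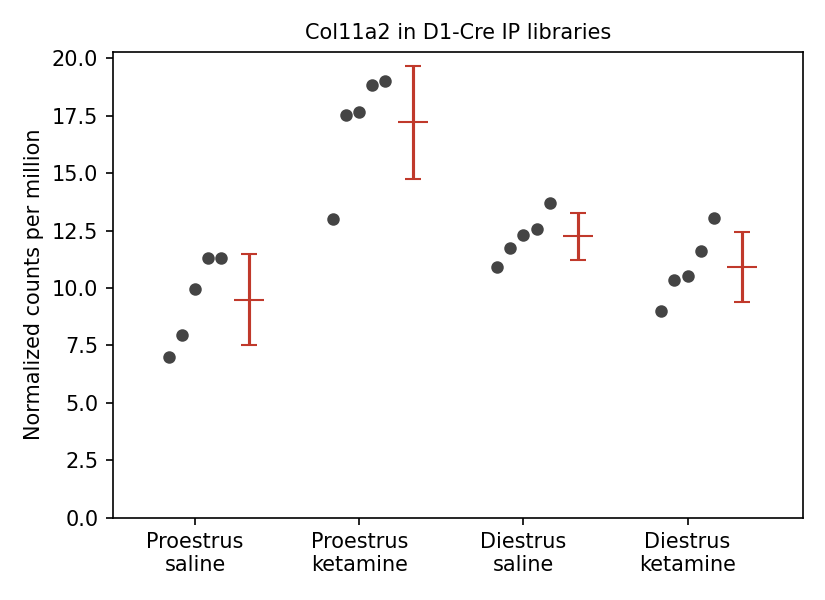
Normalized CPM of Col11a2 in D1-Cre IP libraries by cycle stage and treatment. Each point is 1 library, and red marks give the mean ± SD of each group of 5. In proestrus the ketamine libraries lie between 13.0 and 19.01 and the saline libraries between 6.976 and 11.31, and in diestrus the groups overlap.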

Consistent with behavioral data, a greater number of DEGs were identified in proestrus compared with diestrus females, with 46 genes DE in D1-MSNs and 4 in D2-MSNs (Fig. 6*A*). Only nine DEGs were identified in diestrus D1-MSNs, with just two in D2-MSNs (Fig. 6*B*). 

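In diestrus D1-MSNs, 3 of 13214 genes were DE between 5 ketamine and 5 saline libraries by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all lower with ketamine, and 352 had an unadjusted p under 0.05, where chance gives 661. None of the 3 could be paired with a symbol. For ENSRNOG00000008915, normalized CPM were 57.7 ± 13.4 (SD, n = 5) with ketamine and 73.3 ± 7.71 (SD, n = 5) with saline, a log2 fold change of -0.37 (standard error 0.0545, adjusted p = 0.052). For ENSRNOG00000013953 they were 49.6 ± 7.54 and 63.4 ± 6.00 (SD, n = 5 each), a log2 fold change of -0.37 (standard error 0.0571, adjusted p = 0.052). When each library was left out in turn, the count ran from 0 to 5. In diestrus D2-MSNs, 0 of 13455 genes were DE, and 355 had an unadjusted p under 0.05, where chance gives 673.

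**Figure D4:**
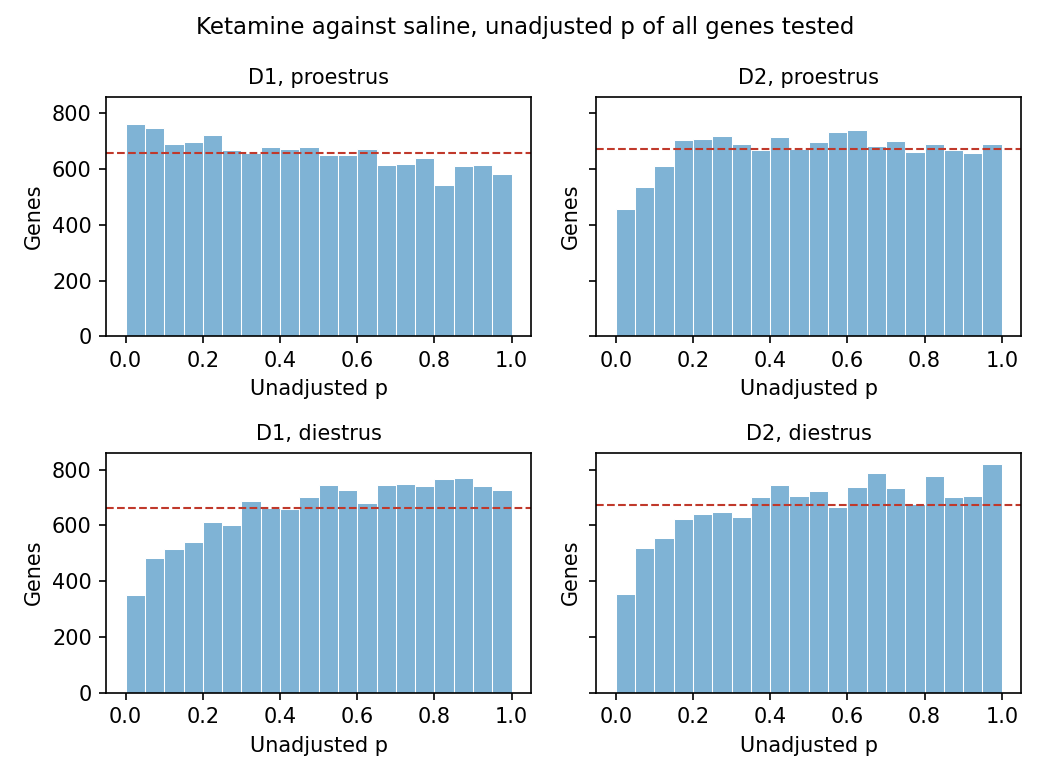
Number of genes (y-axis) by unadjusted p (x-axis, bins of 0.05) for ketamine against saline in D1- and D2-MSNs of each cycle stage. The dashed line is the mean number of genes per bin. Only in proestrus D1-MSNs does the lowest bin, with 764 genes, exceed that line. Other splits of the proestrus D1 libraries into groups of the same sizes had a median of 780 genes in that bin.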

Only one gene, *Ecel1*, was commonly regulated by ketamine treatment in D1-MSNs from proestrus and diestrus females (*p* = 0.0171; Fig. 6*C*) but in opposite directions—up in proestrus and down in diestrus. 

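Ecel1 could not be paired with an identifier and is not analysed here. Among 13079 genes tested in D1-MSNs of both stages, the 1 gene DE with ketamine in proestrus and the 3 DE in diestrus shared 0 genes. An unadjusted p under 0.05 in both stages was found for 24 genes, of which 8 changed in the same direction. Col11a2 in diestrus D1-MSNs had 10.9 ± 1.52 normalized CPM with ketamine and 12.3 ± 1.04 with saline (SD, n = 5 each), a log2 fold change of -0.18 (standard error 0.0973, adjusted p = 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).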

A full list of treatment-related DEGs by estrous cycle and MSN subtype is presented in Extended Data Figure 6-1.

**Figure 6.**
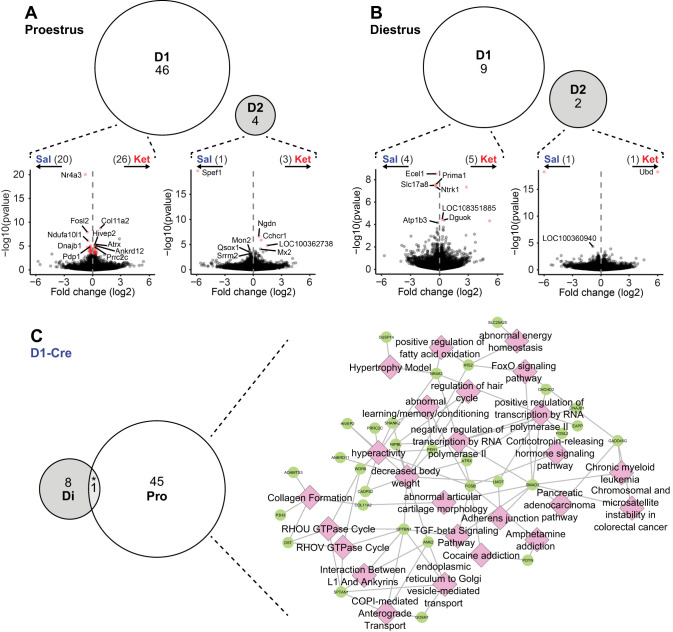
Estrous cycle influence on the cell-type-specific effects of ketamine. ***A***, ***B***, Intermittent ketamine treatment results in a greater number of DEGs in proestrus (Pro, panel ***A***) than diestrus female rats (Di, panel ***B***), and primarily involves D1-MSNs. Volcano plots (bottom) depict the log2 fold change (*x*-axis) against the −log10 of the uncorrected *p* value (*y*-axis) for each gene. Differentially expressed genes are shown in red, and up to five genes with the lowest adjusted *p* values up- or downregulated by ketamine are labeled. ***C***, Most genes regulated by ketamine in D1-Cre IP samples in proestrus are distinct from those affected in diestrus (left side); their functional enrichment is displayed on the right side, with enriched terms depicted as pink diamonds, and genes as green circles. *p < 0.05, hypergeometric test for the overlap between two sets of genes. All results from differential expression and functional enrichment analyses related to this figure are available in Extended Data Figures 6-1 and 6-2, respectively.

10.1523/ENEURO.0419-25.2025.f6-1 Figure 6-1 Differential expression analysis for cell-type-specific effects of repeated ketamine treatment on gene expression in D1- and D2-MSNs in the nucleus accumbens of female rats treated either during proestrus or diestrus stages of the estrous cycle. Download Figure 6-1, CSV file.

10.1523/ENEURO.0419-25.2025.f6-2 Figure 6-2 Functional enrichment analysis of genes differentially expressed in D1-MSNs following repeated ketamine treatment in proestrus female rats. Download Figure 6-2, CSV file.

Figure 6*C* depicts enrichment of ketamine-regulated DEGs in D1-MSNs of proestrus females. Interestingly, of the 20 genes downregulated by repeated ketamine in proestrus D1-MSNs, 10 were immediate early genes (IEGs), including several transcription factors (*Fosb*, *Fosl2*, *Nr4a3*) known to be regulated by repeated psychostimulant (e.g., cocaine and amphetamine) exposure. Furthermore, 14 of those 20 downregulated DEGs were late response genes (LRGs), typically induced later on (∼4 h), secondary to IEGs, following neuronal depolarization in rat striatal neurons (Phillips et al., 2023a)—including the known D1-MSN-enriched genes *Tac1* and *Pdyn*. Proestrus-specific D1-MSN DEGs upregulated by ketamine were related to structure and function of the cell membrane, intracellular transport, transcription, and posttranscriptional regulation of mRNA (Fig. 6*C*; Extended Data Fig. 6-2). Genes encoding ankyrin, spectrin, and dystonin proteins (*Ank2*, *Sptan1*, *Sptbn1*, *Dst*) which play crucial roles in maintaining cytoskeletal organization and membrane trafficking were upregulated by ketamine, in addition to several genes involved in transcriptional regulation—*Atrx*, *Ankrd11*, *Ankrd12*, *Hivep2*, *Lmo7*, *Nipbl*, and *Smad3*. Importantly, numerous D1-MSN upregulated genes participate in N6-methyladenosine (m6A) RNA modification processes, including *Zc3h13*, *Rbm3*, *Prrc2c*, and *Smad3*—the latter of which is also involved in D1-receptor-dependent alternative splicing of *Fosb* mRNA following drug exposure (Krapacher et al., 2022).

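Fosb, Fosl2 and Nr4a3 could not be paired with identifiers and are not analysed here. From a list of 31 immediate early genes, Egr2, Btg2 and Pim1 could be paired, and none was DE with ketamine in proestrus D1-MSNs. Egr2 had 15.9 ± 5.16 normalized CPM with ketamine and 19.0 ± 5.46 with saline (SD, n = 5 each), a log2 fold change of -0.23 (standard error 0.263, adjusted p = 0.937 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Pim1 had a log2 fold change of -0.17 (standard error 0.249, adjusted p = 0.947) and Btg2 of 0.40 (standard error 0.162, adjusted p = 0.823). For each of the 3, the difference between treatments was smaller than the larger SD of the groups.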

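Of the genes higher with ketamine in the authors' proestrus D1-MSN table, Rasal1, which encodes a Ras GTPase-activating protein, could be paired besides Col11a2. It had 89.5 ± 11.6 normalized CPM with ketamine and 71.3 ± 9.29 with saline (SD, n = 5 each), a log2 fold change of 0.31 (standard error 0.0748, adjusted p = 0.609 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The exact permutation test on these values gave a 2-sided p of 0.0397. With each library left out in turn, the log2 fold change ran from 0.23 to 0.34, and in diestrus D1-MSNs it was -0.06 (standard error 0.0429, adjusted p = 1).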

Among the few DEGs upregulated by ketamine in diestrus females (Fig. 6*B*) was *Dguok*, an enzyme involved in mitochondrial DNA replication and repair. Downregulated D1-MSNs genes in this group include the vesicular glutamate transporter, *Slc17a8*, and two additional genes that contribute to cholinergic neuron survival and PI3K/Akt signaling (*Ntrk1*) and regulation of cholinergic synaptic activity (acetylcholinesterase membrane anchor, *Prima1*). Overall, the regulation of mRNA translation by repeated ketamine is much greater in D1-MSNs and is highly estrous cycle-dependent and mostly nonoverlapping between proestrus and diestrus females.

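Whether the ketamine effect itself differed between groups was tested as interactions. Between cycle stages, 0 genes passed the threshold in D1-MSNs and 0 in D2-MSNs by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 668 and 243 had an unadjusted p under 0.05, where chance gives 680 and 694. Between D1- and D2-MSNs in proestrus, 0 genes passed, and 395 had an unadjusted p under 0.05, where chance gives 689. For Col11a2 in D1-MSNs, the difference in log2 fold change between proestrus and diestrus was 1.03 (standard error 0.187, adjusted p = 0.119). Across genes, which are not independent replicates, the Spearman correlation of the log2 fold changes with ketamine was -0.091 between proestrus and diestrus in D1-MSNs, 0.086 between the stages in D2-MSNs, and -0.002 between D1- and D2-MSNs in proestrus. Without surrogate variables these were -0.102, 0.378 and -0.145. From the numbers of DEGs in each cell type and stage and the small overlap of their lists (Fig. 6A-C), the paper concludes that regulation by repeated ketamine is greater in D1-MSNs, depends on the estrous cycle, and is mostly distinct between proestrus and diestrus.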

## Discussion

Here we show that both sex and estrous cycle influence the development of sensitization to the locomotor-activating effects of ketamine and provide the first evidence that estrous cycle regulates differential translation between NAc MSN subtypes at baseline and in response to intermittent ketamine. While increased activity with repeated treatments was not apparent in males, females sensitized to both 10 and 20 mg/kg ketamine regardless of cycle stage. However, the estrous cycle did influence the rate at which sensitization developed, occurring more rapidly during proestrus than diestrus at the lower dose tested. Estrous cycle stage had a greater influence on translatomic response to repeated ketamine in an MSN subtype-specific manner, occurring almost exclusively in D1- but not D2-MSNs in proestrus females and primarily related to regulation of transcription and posttranscriptional mRNA modification. These effects were observed several days after the final ketamine dose upon re-exposure to the drug-paired context, suggesting enduring cycle-specific ketamine-induced neuroadaptations in D1-MSNs.

The greater sensitivity of female rats to the locomotor-activating effects of repeated ketamine is consistent with earlier reports (Strong et al., 2017; Schoepfer et al., 2019) and parallels their increased behavioral responsiveness to ketamine's reinforcing properties (Strong et al., 2019; Wright et al., 2019). Among females, proestrus rats developed a greater enhancement of locomotor response to ketamine with fewer treatments than diestrus females. This cycle bias in behavioral responsiveness to ketamine is supported by the maintenance of low-dose ketamine self-administration in proestrus but not diestrus rats (Wright et al., 2017), together with the present work suggesting that in addition to sex, estrous cycle at the time of drug administration may confer differential sensitivity to ketamine's abuse-like potential. Interestingly, induction of locomotor sensitization to ketamine was not observed in males regardless of dose, contrasting with previous reports reporting sensitization development in this sex (Rocha et al., 2017; Trujillo and Heller, 2020; Elersič et al., 2024) at doses comparable to the highest tested here (20 mg/kg). While the reasons for this discrepancy are unclear, several factors influence locomotor sensitization to ketamine in males—including dose, treatment frequency, enantiomeric form, context, stress, and strain (Trujillo and Heller, 2020; Elersič et al., 2025). Furthermore, while no progressive increase in activity with repeated treatments was observed in males under this treatment regimen, expression of sensitized locomotor response to a lower ketamine dose was not determined after a prolonged drug-free period in the present work. It is therefore not possible to discount the possibility of a sensitized behavioral response in males if expression were to have been assessed at a later timepoint [Strong et al., 2017; Schoepfer et al., 2019; however, also see Simmler et al. (2022)].

For locomotor sensitization, the enhanced activity that occurs with repeated drug treatments relies upon both glutamatergic (Pulvirenti et al., 1991) and dopaminergic (Kelly and Iversen, 1976) signaling in the NAc. Within the NAc, activity and transcriptional response of D1-MSNs, in particular, modulate acute and sensitized locomotor response to psychostimulants (Savell et al., 2020; Van Zessen et al., 2021), at times in a sex-specific manner (Teague et al., 2024). Accordingly, we show here that repeated ketamine treatment uniquely alters D1-MSNs in female rats in an estrous cycle-dependent manner. Paralleling the faster and more robust sensitized response during proestrus versus diestrus, 46 DEGs were identified in D1-MSNs in proestrus, compared with only 9 in the same cell type in diestrus. These changes occurred on a background of estrous cycle-dependent differences between D1- and D2-MSN translatomes at baseline, providing some basis for differential treatment response within these cell populations. It should be briefly noted that as the focus of the present work aimed to determine molecular adaptations associated with the early induction of behavioral plasticity, sequencing of NAc D1- and D2-MSNs was only performed in female rats (who displayed such development) and not in males. While beyond the scope of the present work, examination of the neural correlates of potential sensitization expression in both males and females may be warranted to compare treatment response in MSNs of both sexes. Furthermore, while previous work in mice found that cell-type-dependent differences in the NAc of each sex were much more robust than sex differences within D1- and D2-MSN-enriched genes (Kronman et al., 2019), modest differences in MSN subtype translatomes at baseline may still be relevant to molecular adaptations of behavioral importance emerging with repeated ketamine treatment and are worthy of future investigation.

In D1-MSNs, most genes downregulated by ketamine represent either IEGs or LRGs induced by neuronal activation to guide future neuroplasticity (Phillips et al., 2023a). Interestingly, many of the IEGs downregulated by repeated ketamine (e.g., *Fosb*, *Fosl2*, *Peli1*, *Tac1*, *Dusp14*, *Nr4a3*) are induced in D1-MSNs by other addictive substances such as cocaine (Savell et al., 2020; Phillips et al., 2023b), suggesting alternative mechanisms at D1-MSNs underlying increased behavioral responsiveness to ketamine. Indeed, surprising negative regulatory roles of NAc D1-MSNs in cocaine reward and reinforcement have been identified (Zhao et al., 2022), perhaps owing to functionally distinct subpopulations of striatal D1-/D2-MSNs (Phillips et al., 2023b). Furthermore, as tissue in the present work was collected 4–5 d after the last ketamine dose, the observed IEG/LRG downregulation in ketamine-treated females may reflect compensatory reductions during a period of abstinence (Yan et al., 2023) or transcriptional rebound following drug-mediated IEG induction, as previously described following intravenous ketamine self-administration in rats (Kim et al., 2022). Nonetheless, future investigations implementing a chemogenetic approach to manipulate NAc D1-MSN activity alongside intermittent ketamine treatment during both estrous cycle stages may help to resolve the behavioral relevance of these enduring alterations in D1-MSNs selectively observed in proestrus females.

Alternative transcriptional and posttranscriptional mechanisms also emerged, with several transcription factors exhibiting increased translation in ketamine-treated proestrus D1-MSNs, including *Smad3*—an activin/transforming growth factor-β signaling effector (Massagué et al., 2005) implicated in both antidepressant-like response (Gergues et al., 2021) and relapse to cocaine (Gancarz et al., 2015). Smad3 also regulates generation of the mRNA splice variant encoding ΔFosB in cooperation with the RNA-binding protein, PCBP1, via a D1R-dependent alternative splicing mechanism in NAc MSNs that is functionally linked to sensitized locomotor response (Krapacher et al., 2022). Notably, translation of *Pcpb1* was greater in D1- versus D2-MSNs at baseline selectively during proestrus in our data, demonstrating one putative mechanism by which cell-type-specific regulation of MSN translatomes by the estrous cycle may influence susceptibility to drug-induced posttranscriptional events. While lower levels of translating *Fosb* were identified in D1-MSNs several days after ketamine treatment, potential drug-induced increases cannot be discounted. Furthermore, greater gene expression and translation are not necessarily observed alongside elevated ΔFosB levels following periods of withdrawal, likely owing to the stability of the ΔFosB protein (Alibhai et al., 2007). Alternatively, Smad3/PCBP1 may cooperatively regulate alternative splicing of additional targets and warrants future investigation.

Several DEGs upregulated in proestrus D1-MSNs by ketamine, including Smad3, also participate in m6A mRNA methylation (Bertero et al., 2018), a dynamic posttranscriptional mechanism responsive to NMDAR stimulation (Gowda et al., 2022) that regulates mRNA stability and degradation and is implicated in substance use and other neuropsychiatric disorders (Liu and Zhang, 2022; Kanarik et al., 2025). While its role in m6A methylation within the brain is unclear, Smad3 facilitates recruitment of the m6A methyltransferase complex (MTC) onto nascent RNAs and interacts with the MTC component Zc3h13 (Bertero et al., 2018), which was also upregulated by ketamine and facilitates nuclear localization of the MTC (Wen et al., 2018). These changes observed in proestrus D1-MSNs paralleled increases in *Prrc2c* and *Rbm3*—m6A-associated RNA-binding proteins with established roles in RNA stability (Wang et al., 2014; Xia et al., 2018), local protein synthesis (Smart et al., 2007), and synaptic plasticity (Sertel et al., 2021). Together, these findings support a novel D1-MSN-specific posttranscriptional program by which ketamine may regulate adaptive plasticity in an estrous cycle-dependent manner. As an avenue of future exploration, cell-type-specific manipulation of the above-described transcriptional regulators and/or m6A-related genes associated with repeated ketamine in NAc D1-MSNs would provide further insight into the functional importance of these changes to the early development of behavioral plasticity with intermittent treatment in rats of both sexes.

While all females developed sensitization to ketamine, it is unclear why only proestrus females exhibited persistent neuroadaptive changes in D1-MSNs—though these changes, too, were modest in number. It is possible that sensitization-associated changes are not solely reflected at the level of the NAc but rather are driven upstream through connected regions, including the medial prefrontal cortex (mPFC), known to affect locomotor sensitization to psychostimulants (Tzschentke and Schmidt, 1998). However, previous work conducted in male and female mice failed to demonstrate drug-evoked plasticity at mPFC-to-NAc D1-MSN synapses following repeated ketamine treatment (Simmler et al., 2022). The NAc also receives glutamatergic input from regions such as the hippocampus (Lodge and Grace, 2008) and thalamus (Clark et al., 2017) with evidenced roles in locomotor sensitization (Lodge and Grace, 2008) that may be of interest as alternative targets. While the NAc does receive modulatory dopaminergic input from the ventral tegmental area, the effects of both acute (Simmler et al., 2022) and repeated (Iro et al., 2021; Simmler et al., 2022) ketamine on synaptic plasticity within this area demonstrate only transient, but not sustained, effects of treatment. However—noting that the changes identified in proestrus were observed several days after the final treatment—the minimal effect of ketamine on diestrus MSNs at this timepoint might also reflect a more transient sensitized locomotor response compared with proestrus females, given that the persistent neuroadaptations emerging after treatment cessation are those that influence enduring changes in future responsiveness to the drug (or drug context; Kalivas, 2003). Unfortunately, as expression of sensitization was not determined, it cannot be concluded that these neuroadaptations predict a long-lasting maintenance of sensitized response during proestrus. Nonetheless, together with our previous work (Wright et al., 2017), these findings suggest that sex and potentially hormonal status may influence the addictive potential of ketamine—in part, through enduring molecular adaptations in NAc D1-MSNs.

On the other hand, these findings in diestrus females and the lack of reinforcing properties during this cycle stage (Wright et al., 2017) suggest that the addictive potential of ketamine may not be sufficiently high in some individuals to cause concern for long-term liability under protracted low-dose administration. Furthermore, though ketamine is reinforcing in males when administered contingently once every 4 d (Wright et al., 2017), noncontingent administration at this interval in the present work—which more closely resembles clinician-administered treatment protocols for depression—failed to confer the same liability when treatment was separated from motivation to take the drug. In line with this, increased effort requirements attenuate ketamine's reinforcing efficacy in mice, an effect parallelled by a transient increase in dopaminergic tone in the NAc without the adaptive plasticity typically evoked by repeated psychostimulant administration (Simmler et al., 2022). Thus, the rewarding and reinforcing properties of ketamine short-term do not necessarily confer future dispositional liability toward abuse or induce drug-adaptive plasticity. Future investigations should aim to resolve why sensitized proestrus females uniquely display enduring alterations in D1-MSNs following repeated low-dose ketamine treatment.

Overall, we found that the greater susceptibility of female rats to develop sensitization to intermittent ketamine was associated with enduring estrous cycle-dependent neuroadaptations primarily in NAc D1-MSNs. Furthermore, we have identified cell-type-specific posttranscriptional mechanisms in the NAc through which repeated ketamine may produce enduring changes in behavior. However, given the lack of effect of ketamine treatment on NAc MSNs in diestrus females despite apparent sensitization, it is unclear whether these mechanisms portend future addictive liability or whether they may be relevant to other reward or affect-related behaviors. These findings encourage further examination into the effects of ketamine on brain plasticity and the safety of using chronic ketamine for the treatment of various psychopathologies.

How the deposited data were processed for this re-analysis (not part of the article)

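Polyribosome-bound mRNA was isolated by HA-tag IP from the NAc of D1-Cre and D2-Cre female rats and sequenced as 39 libraries, 1 per rat. The 8 groups cross cell type (D1 or D2), cycle stage (proestrus or diestrus) and treatment (saline or ketamine). Each holds 5 libraries, except proestrus D2 with ketamine, which holds 4 because the authors excluded 1 library. Input libraries are not used here. Library numbers are not shared between groups, so libraries were treated as unpaired.

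The authors trimmed the reads with fastp, quantified transcripts with Salmon, with corrections for sequence and GC bias, and summed the estimates per gene with tximport. The deposited values are expected counts, which the authors' steps left rounded to whole numbers and not normalized, for 23978 genes. Total counts per library ranged from 2396517 to 43224256, with a median of 20494896. The effective transcript lengths that tximport can pass on to DESeq2 are not used here, and neither are corrections for transcript length or GC content, since too few genes could be paired with an annotated gene. For the same reason gene set tests, tests of gene families and enrichment analyses were not run.

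Genes were filtered with edgeR's filterByExpr by group (minimum count 10), normalized by TMM, and tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, robust dispersions, and 2 surrogate variables from the svaseq function of the sva package. A gene was called at an adjusted p under 0.1. The versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, sva 3.50.0 and DESeq2 1.42.0. The comparisons were D1 against D2 in saline-treated females (all, with cycle stage in the model, and within each stage), ketamine against saline within each cell type and stage, proestrus against diestrus within each cell type in saline-treated females, and interactions of cell type with cycle, of ketamine with cycle, and of ketamine with cell type in proestrus. Overlaps of gene lists were tested with a hypergeometric test among genes tested in both comparisons. Values of single genes are CPM normalized by TMM over all 39 libraries, with the SD between libraries, and groups of 4 or 5 libraries were compared by 2-sided exact permutation tests.

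The alternatives were no surrogate variable or 1, the number that the num.sv function gives, DESeq2 with 2 or no surrogate variables, DESeq2 size factors in edgeR, no filter, a filter of at least 10 counts in every library, a threshold of 0.05, a single model of all 39 libraries, blocks of 8 consecutive library numbers, and each library left out in turn, the last for all comparisons but D1 against D2 over all saline libraries. DESeq2 with the num.sv number of surrogate variables, and with 1, 3, 4, 5 or 8, was added after the data were seen. For each count of genes, up to 100 splits of the same libraries into groups of the same sizes were drawn with a fixed seed, the real one included.

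The steps were tested on simulated counts with the library sizes and dispersions of the proestrus D1 libraries. With 200 changed genes, the edgeR model with 2 surrogate variables recovered 83.4% of them, all in the right direction, and 9% of its calls were false. The median log2 change of these genes was 0.998, and smaller changes were not simulated. Without a changed gene it called a median of 0 genes and at most 3 over 12 runs.

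Genes were named by a rule fixed at the outset: every gene the paper names or labels, the genes with the lowest adjusted p, the members of fixed marker and family lists, and genes the authors list under the terms in the text. Only 1966 identifiers could be paired with a symbol, through 1998 identifiers in the parts of the authors' tables that were read, so most of these genes could not be looked up. Which members of the gene families and which comparisons of each gene are given was decided after their values were seen. The list was for a time shortened after its reversals under the alternatives had been seen, and was then restored. Counts over all 75 genes that the rule covers and that could be tested are given with the alternatives below.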

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

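The fits without a library were chosen at the outset, and the look at single genes in library 33 was chosen after its share of counts was seen. Of 72 groups of libraries and measures tested for a library far from the others, 12 held one, and chance gives about 3.6. No biological explanation was tested for these libraries, since nothing in the design sets them apart from the others of their group.

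Library 39 (D2, diestrus, saline) had 2396517 counts, where the other 4 of its group had between 21011366 and 22271752, and 13814 genes with a count, where the others had between 15906 and 16108. The low number of detected genes goes along with the low depth. Without it, 925 genes differed between D1- and D2-MSNs in diestrus, against 546 with it. Ketamine in diestrus D2-MSNs gave 0 genes without it (490 at an unadjusted p under 0.05), and cycle stage in D2-MSNs 0 genes (674). Library 40 (D2, diestrus, ketamine) had 16175294 counts, against 21801099 to 23533750 in the others. Without it, ketamine in diestrus D2-MSNs gave 0 genes, with 260 at an unadjusted p under 0.05. Library 11 (D1, diestrus, saline) had 16129 genes with a count, against 15800 to 15835, and without it 698 genes differed between D1- and D2-MSNs in diestrus.

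In library 33 (D1, proestrus, saline), the 100 genes with the most counts took 25.24% of all counts, against 16.99% to 17.35% in the other 4. The 4 genes with the largest gap were 10.1 to 13.1 times higher than in the highest of the other 38 libraries. The first of them, ENSRNOG00000065867, had 69322 CPM in library 33 and at most 6370 elsewhere. None of the 4 could be paired with a symbol. Without library 33, 422 genes differed between D1- and D2-MSNs in proestrus, against 718 with it, 3 genes differed with ketamine in proestrus D1-MSNs, 3 genes passed the test of ketamine by cycle in D1-MSNs, and 14 genes, 13 of them lower in proestrus, differed between cycle stages in D1-MSNs, against 0 with it. No fit left out the 4 genes alone, so whether they account for any of these changes was not tested. The 422 genes in proestrus lie within the range over all fits that left out 1 library, 286 to 1697. Whether the 4 genes are a technical or a biological feature of that rat cannot be told from the counts.

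The other 7 flags are single genes. Adora2a had 966.8 normalized CPM in library 22 (D2, proestrus, ketamine), against 786.3 to 795.3 in the other 3. Col11a2 had 13.00 in library 34 (D1, proestrus, ketamine), against 17.53 to 19.01, and this low value is still above all 5 saline libraries. Col11a2 was high in library 7 (D2, diestrus, saline) at 65.06, against 12.49 to 24.71, in library 6 (D2, proestrus, ketamine) at 42.11, against 15.86 to 19.92, and in library 21 (D2, proestrus, saline) at 44.72, against 21.38 to 25.48. Rasal1 had 98.66 in library 3 (D1, diestrus, saline), against 81.41 to 84.23, and Btg2 had 9.875 in library 28 (D1, diestrus, ketamine), against 4.449 to 5.439. Without library 34, 2 genes differed with ketamine in proestrus D1-MSNs, without library 6, 1 gene in proestrus D2-MSNs, and without library 28, 2 genes in diestrus D1-MSNs. The cause of these single values was not tested.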

How the results depend on the processing

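The threshold, the test, 2 surrogate variables and the alternatives were set before the data were examined, except DESeq2 with the number of surrogate variables from num.sv or with 1, 3, 4, 5 or 8 of them, which was chosen after the results were seen. A count of genes is taken as changed when it moves by more than 1.5 times. Causes of the changes were not tested.

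Over all saline libraries, 3941 genes differed between D1- and D2-MSNs. No library was left out in turn for this count, whose groups hold 10 libraries each. Of the alternatives run for it, all stayed within 1.5 times except 2463 with at least 10 counts in every library, 1848 in a single model of all 39 libraries, and 2086 under DESeq2 with 3 surrogate variables (also the num.sv number) and 2257 with 4.

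In proestrus the 718 genes became 1362 with 1 surrogate variable, 1090 with the num.sv number, 440 at a threshold of 0.05, and under DESeq2 1433, 1808, 1143, 1589, 1804 and 1711 with 0 to 5 surrogate variables (num.sv gave 3). With each library left out they ran from 286 to 1697. In diestrus the 546 genes became 1076 with no surrogate variable, 1250 with 1, 1113 with at least 10 counts in every library, 1348 with blocks of library numbers, 854 in the model of all libraries, and under DESeq2 1318 with 0, 1470 with 1 (also the num.sv number), 880 with 4 and 904 with 5. Leaving out a library gave 273 to 925. The genes shared by both stages, 301, became 490 with no surrogate variable, 674 with 1, 550 with blocks, 487 in the model of all libraries, 200 at a threshold of 0.05, and under DESeq2 739, 937, 497, 576, 708 and 704 with 0 to 5, and 863 with the num.sv number. The blocks rest on library numbers, whose sets share little (mean correlation 0.028 over 133 pairs within a set and -0.007 over 532 pairs between sets).

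With ketamine in proestrus D1-MSNs, the 1 gene became 0 with no or 1 surrogate variable, without the filter, with blocks and in the model of all libraries, and 26 with the num.sv number. DESeq2 gave 4, 5, 10, 56, 45 and 33 genes with 0 to 5 surrogate variables (num.sv gave 3, so 56). In proestrus D2-MSNs the 0 genes became 1 without the filter and 1, 1, 4, 11 and 6 under DESeq2 with 1 to 5 (num.sv gave 2, so 1). In diestrus D1-MSNs the 3 genes became 0 with no or 1 surrogate variable, with blocks, in the model of all libraries, at a threshold of 0.05 and under DESeq2 without surrogate variables, and 6, 9, 14 and 13 under DESeq2 with 2 to 5 (num.sv gave 2, so 6). In diestrus D2-MSNs the 0 genes became 1, 2, 3, 1 and 4 under DESeq2 with 1 to 5 (num.sv gave 2, so 2). Leaving out a library gave 0 to 3, 0 to 1, 0 to 5 and 0 genes in these 4 comparisons. The D1 lists of the stages shared 0 genes, except 1 gene under DESeq2 with 3 surrogate variables or the num.sv number.

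For cell type by cycle, 0 genes became 14 under DESeq2 with 2 surrogate variables and 59 with the num.sv number. For ketamine by cycle in D1-MSNs, 0 became 5 with the num.sv number, 2 with at least 10 counts in every library, and 1, 24 and 88 under DESeq2 with no, 2 and the num.sv number. In D2-MSNs it became 10 and 53, and for ketamine by cell type 8 and 40, under DESeq2 with 2 and the num.sv number. For cycle stage in D1-MSNs, 0 became 5 with the num.sv number and 1, 24 and 34 under DESeq2 with no, 2 and the num.sv number, and in D2-MSNs 1 without the filter. Leaving out a library gave 0 to 3 genes for ketamine by cycle in D1-MSNs, 0 to 14 for cycle stage in D1-MSNs, and 0 for the others. At an unadjusted p under 0.05 the counts of these 6 comparisons were 310, 668, 243, 395, 522 and 545. Of the 200 genes with the most counts, 105 differed, and 98 to 107 under the alternatives run.

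For 54 named genes, 164 log2 fold changes under 8 alternatives kept their direction and side of the threshold in 1109 cases, fell short of it in 25, reversed in 59 and moved past it in the rest. In D1 against D2 in diestrus, these values reversed with no surrogate variables, 1, DESeq2 with none and DESeq2 with the num.sv number: Gsk3b to -0.035, -0.059, -0.028 and -0.052, Col6a1 to 0.629, 0.596, 0.608 and 0.578, Limch1 to 0.235, 0.247, 0.218 and 0.23, S100b to 0.12, 0.133, 0.111 and 0.125, Mog to 0.374, 0.379, 0.366 and 0.366, and Aif1 to 0.512, 0.508, 0.517 and 0.512. Limch1 became 0.04 and Mog 0.061 under DESeq2 with 2, and 0.069 and 0.092 without the filter. Tmem119 became 0.026 under DESeq2 with none. In proestrus, Gfap became 0.182, 0.167 and 0.185 with none, 1 and DESeq2 with none. Over all saline libraries, Gfap became -0.114 and S100b -0.012 under DESeq2 with the num.sv number.

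For cell type by cycle, Cacna1e became -0.002, Sst 0.099 and Aif1 0.064 with the num.sv number, Smpd3 0.015 with no surrogate variables and 0.006 under DESeq2 with none, Nos1 -0.006 under DESeq2 with none, and Gja1 -0.002 with 1, -0.01 under DESeq2 with 2, -0.001 with DESeq2 size factors and -0.001 under DESeq2 with the num.sv number. With ketamine in proestrus D2-MSNs, Col11a2 became 0.003 under DESeq2 with 2 or the num.sv number and 0.009 without the filter, Rasal1 -0.05, -0.003 and -0.048 with none, 1 and DESeq2 with none, and Egr2 -0.322, -0.11 and -0.329 under these 3, -0.041 under DESeq2 with 2 or the num.sv number and -0.029 without the filter. For ketamine by cell type, Egr2 became 0.06, 0.064 and 0.071 with none, 1 and DESeq2 with none. Over all 75 genes that the naming rule covers, in 301 fits, 151 of 2408 values (6.3%) reversed, from 34 genes, and none of these had passed the threshold in the analysis in the text.

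Corrections for transcript length and GC content, set as alternatives, were not run, since no annotation in the reference matched the genes. The depth of library 39, 2396517 counts, limits the filter of at least 10 counts in every library most, which kept 10605 of the 13689 genes in the saline libraries.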

Differences from the paper's values

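Only after the results were seen was DESeq2 chosen with the num.sv number of surrogate variables, or with 1, 3, 4, 5 or 8. The other alternatives named were set before the data were examined. The paper used DESeq2 with surrogate variables from the sva package, and its text does not give their number.

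Over all saline libraries 3941 genes differed between D1- and D2-MSNs, against the paper's 2100, with 1936 D1-biased against the paper's 1120 and 2005 D2-biased against the paper's 980. Of the alternatives set at the outset, at least 10 counts in every library (2463, 1277 and 1186) and a model of all 39 libraries (1848, 929 and 919) closed all 3 gaps, a threshold of 0.05 closed the first 2 (2868 and 1396), and the others did not. DESeq2 with 3 surrogate variables, the num.sv number, chosen after seeing the values, gave 2086, 1109 and 977, and with 4, also chosen after, 2257, 1195 and 1062. With 8, chosen after, it gave 2749, 1414 and 1335, and with 5, chosen after, 3112 and 1585 came within 1.5 times of the first 2.

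Between stages, 301 genes were shared against the paper's 825, 178 D1-biased against the paper's 469 and 122 D2-biased against the paper's 356. With 1 surrogate variable (674, 363 and 311) and with DESeq2 without surrogate variables (739, 390 and 349) all 3 gaps closed, with blocks of library numbers the first and the third (550 and 273), and with the others none. DESeq2 with the num.sv number, chosen after seeing the values, gave 863, 488 and 375. With 1 and 4 and 5 surrogate variables, also chosen after, it gave 937, 708 and 704 shared genes, and with 3, chosen after, 576.

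DE in proestrus only were 415 genes against the paper's 670, and in diestrus only 243 against the paper's 626. The first gap closed with no surrogate variables (473), 1 (676), the num.sv number (730), DESeq2 with 2 (646) and DESeq2 with none (694). The second closed with none (581), 1 (571), DESeq2 with none (579), at least 10 counts in every library (695) and blocks (795). The num.sv number in DESeq2, chosen after seeing the values, gave 726 and 606, and with 1, also chosen after, 871 and 532.

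With ketamine, 1 gene differed in proestrus D1-MSNs against the paper's 46, and 0 were lower against the paper's 20. No alternative set at the outset closed the first gap, and the num.sv number in edgeR closed the second, with 14 lower among 26. DESeq2 with the num.sv number, which is 3, chosen after seeing the values, gave 56 with 23 lower, and with 4 and 5, also chosen after, 45 with 18 lower and 33 with 14 lower. In proestrus D2-MSNs 0 genes differed against the paper's 4 (457 at an unadjusted p under 0.05), and none of the alternatives set at the outset closed the gap. DESeq2 with 3 and 5 surrogate variables, chosen after, gave 4 and 6. In diestrus D1-MSNs 3 genes differed against the paper's 9. DESeq2 with 2 surrogate variables closed the gap with 6, and the other alternatives set at the outset did not. With 3 and 5, chosen after, DESeq2 gave 9 and 13. In diestrus D2-MSNs 0 genes differed against the paper's 2 (355 at an unadjusted p under 0.05). DESeq2 with 2 surrogate variables gave 2, and the other alternatives set at the outset did not close the gap. With 3, chosen after, it gave 3.

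The D1 lists of the stages shared 0 genes, with an overlap p of 1, against the paper's 1 gene and p of 0.0171. None of the alternatives set at the outset closed these gaps. Chosen after seeing the values, DESeq2 with the num.sv number and with 3 surrogate variables shared 1 gene, in opposite directions, with p of 0.019 and 0.0253.

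The log2 fold change of Adora2a was 2.384 (standard error 0.0686), against 2.313 (standard error 0.0673) in the paper's table. It came within the larger error with the num.sv number (2.323), DESeq2 with 2 (2.36) or no surrogate variables (2.386), DESeq2 size factors (2.384) and no filter (2.36), and not with no (2.389) or 1 surrogate variable (2.396). The num.sv number in DESeq2, chosen after seeing the values, gave 2.301.

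Beyond these values, the paper states that all shared genes have the same direction in both stages, and 1 of the 301 here had opposite directions, though 0 of the 863 under DESeq2 with the num.sv number, chosen after. The paper reports more D1- than D2-biased genes over all saline libraries, and the order in the analysis in the text is the opposite. The order rests on the setting: it is the paper's with DESeq2 with 2 surrogate variables (1900 and 1770), DESeq2 size factors (2042 and 1976), no filter (1879 and 1481), at least 10 counts in every library and the model of all libraries, and the opposite under the other alternatives set at the outset. All DESeq2 settings chosen after seeing the values have the paper's order. It also reports more ketamine genes in proestrus than in diestrus D1-MSNs, where 1 and 3 were found in the analysis in the text. The paper's order came with the num.sv number (26 and 3), DESeq2 with 2 surrogate variables (10 and 6), DESeq2 with none (4 and 0) and a threshold of 0.05 (1 and 0). The other alternatives set at the outset did not give it. It also came with all DESeq2 settings chosen after seeing the values. These were the num.sv number (56 and 6) and 1 (5 and 2), 3 (56 and 9), 4 (45 and 14) and 5 surrogate variables (33 and 13). Of 22 paired genes that the authors list under the terms named in the text, 2 (Mapk10 and Mapk9) passed the threshold in the stage of their list. With 1 surrogate variable it was 17, with DESeq2 without surrogate variables 16, with DESeq2 with 2 surrogate variables 10, with no surrogate variables 9, with the num.sv number 5 and without the filter 4. With DESeq2 with the num.sv number, chosen after seeing the values, it was 22.

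Of the 2 ketamine genes in the part of the authors' proestrus D1 table that was read, Col11a2 was called here, and Rasal1 (0.31, adjusted p = 0.609 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) was not. Under DESeq2 with the num.sv number, chosen after seeing the values, Rasal1 was called (0.27, adjusted p = 0.0254). Qsox1 and Mx2, labeled in Fig. 6A for proestrus D2-MSNs, were not called, nor under any alternative run on them. In diestrus D2-MSNs, Ubd is labeled in Fig. 6B, but the authors' table gives Ubd a log2 fold change of -0.1729 and an adjusted p of 1. The gene that the part of that table read here calls is ENSRNOG00000000768, with a log2 fold change of 30 and an adjusted p of 5.11e-14. The edgeR filter removes this gene. DESeq2 with 2 surrogate variables, set at the outset, called it (16.23, adjusted p = 0.0268). Chosen after seeing the values, DESeq2 with the num.sv number, which is also 2 here, gave the same fit, and DESeq2 with 3 called it too (21.82, adjusted p = 1.21e-05), and the adjusted p was 0.998 or above under the other settings that tested it. The text places focal adhesion among D2-biased genes of diestrus only, and the authors' table lists it for proestrus only.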

Other observations

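The tests of other splits and of glial markers were written before their results were seen. Chosen only after the result was seen were the test on simulated counts without a changed gene, the test of the direction of single-stage genes, and DESeq2 with the num.sv number as a setting.

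Each count of genes was set against other splits of the same libraries into groups of the same sizes, 100 splits with the real one for each comparison. For D1 against D2, 1 of 100 splits of all saline libraries gave as many genes as the real one, 5 of 100 in proestrus and 1 of 100 in diestrus. The real split is always among these, so 1 is the smallest possible number. The prediction written beforehand set its limit at 5 of 100. The count in proestrus reached that limit, so by this rule arbitrary grouping was not excluded there. Over all saline libraries and in diestrus, 1 of 100 lay below it. Other splits that exchange few libraries keep part of the real grouping, so this number alone does not tell whether the count in proestrus comes from the cell types, and the 301 genes shared with the separate diestrus libraries, where chance gives 29.6, go against arbitrary grouping as its only source. In proestrus, 20 of the other splits called at least 1 gene, and the largest called 1202. With ketamine, as many genes as in the real split came from 26 of 100 splits in proestrus D1-MSNs and 17 of 100 in diestrus D1-MSNs, so this test does not tell these 2 counts apart from those of arbitrary groups. The comparisons with 0 genes are matched by all splits by definition: 100 of 100 in proestrus D2-MSNs, 100 of 100 in diestrus D2-MSNs, 100 of 100 for cell type by cycle, 100 and 100 of 100 for ketamine by cycle in D1- and D2-MSNs, 100 of 100 for ketamine by cell type, and 100 and 100 of 100 for cycle stage in D1- and D2-MSNs. Their counts at an unadjusted p under 0.05, in the same order, were 457, 355, 310, 668, 243, 395, 522 and 545.

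In proestrus D1-MSNs, 56 ketamine genes came from DESeq2 with the num.sv number of surrogate variables, which is 3, 26 from edgeR with the same number and 1 from edgeR with 2, so part of the gap goes with the number of surrogate variables. On simulated counts without a changed gene, DESeq2 with 2 surrogate variables called a median of 15 genes, in 12 of 12 runs, and with the num.sv number a median of 7.5 and at most 18, while edgeR called a median of 0 with 2 and a median of 0 and at most 2 with the num.sv number. Some of the calls under DESeq2 may therefore come without any change in expression, but both 56 and 26 are above the largest of the simulated runs of their setting. DESeq2 with 2 surrogate variables gave 10 ketamine genes in proestrus and 6 in diestrus D1-MSNs, both below its simulated median of 15. The simulation does not tell these 2 counts apart from calls without a changed gene. Among splits of the real libraries under DESeq2 with the num.sv number, estimated anew for each split, 20 of 100 gave as many genes as the real one in proestrus D1-MSNs, 98 of 100 in proestrus D2-MSNs, 62 of 100 in diestrus D1-MSNs and 90 of 100 in diestrus D2-MSNs. This test tells none of these 4 counts apart from those of arbitrary groups, so the larger numbers under this setting, which are closer to the paper's, rest on no better ground in this test.

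Of the 658 genes that differed between D1- and D2-MSNs in a single stage, 93.9% had the same direction in the other stage, whose libraries did not enter the call, and 0 passed the test of cell type by cycle (53 at an unadjusted p under 0.05). Under DESeq2 with the num.sv number, 5 of 1332 such genes passed that test, and 92% had the same direction. A candidate explanation is that many of these genes differ between the cell types in both stages and pass the threshold in 1 of them. This remains a hypothesis, and it leaves open that some of the differences change in size with the cycle.

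RNA from glia was weighed as a source of D2-biased genes in a single stage. Of the members of the glial and endothelial marker lists, 30% could be paired, too few to test the lists as sets, so the pattern cannot be told apart from that explanation. Over all saline libraries, 9 markers could be tested, and all 9 had a D2 bias, from 0.21 for S100b to 0.82 for Flt1. In proestrus 8 of the 9 and in diestrus 5 of the 9 had a D2 bias, and 0 passed the threshold in either. Under DESeq2 with the num.sv number, Gfap (-0.114) and S100b (-0.012) had a D1 bias over all saline libraries, and in diestrus S100b, Mog and Aif1 turned to a D2 bias with no or 1 surrogate variable and under DESeq2 with none or the num.sv number. Tmem119 in diestrus did so under DESeq2 with none, and Gfap in proestrus with no or 1 surrogate variable and under DESeq2 with none. The numbers of markers with a D2 bias in each stage therefore rest on the processing. Of the cholinergic interneuron list, 0 of 5 genes could be paired, and of the immediate early genes that the paper does not name, 2 of 24, so no test of either list was made.

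ENSRNOG00000000768, called by the authors in diestrus D2-MSNs, had 4 counts in all 10 libraries of that comparison, 2 each in libraries 32 and 40, and 0 counts in the other 3 ketamine and all 5 saline libraries. Both groups are at or under 3 counts in every library, so no fold is given. Ubd, the gene with the preceding identifier, had at most 3 counts in any of these 10 libraries.

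Nos1, an interneuron marker, had 33.3 ± 16.0 normalized CPM (SD, n = 10) in D1 and 9.66 ± 2.97 (SD, n = 10) in D2 saline libraries, a log2 fold change of -1.78 (standard error 0.172, adjusted p = 9.14e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It had a D1 bias in proestrus (-1.27, adjusted p = 0.0218) and in diestrus (-1.84, adjusted p = 0.00341). Sst, the other paired gene of the interneuron list, also had a D1 bias over all saline libraries (log2 fold change -1.61). No explanation was tested.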
